# Gene Regulation Shifts Shed Light on Fungal Adaption in Plant Biomass Decomposers

**DOI:** 10.1128/mBio.02176-19

**Published:** 2019-11-19

**Authors:** Jiwei Zhang, Kevin A. T. Silverstein, Jesus David Castaño, Melania Figueroa, Jonathan S. Schilling

**Keywords:** brown rot adaption, comparative transcriptomics, gene regulation shift, plant biomas, wood-decomposing fungi

## Abstract

Fungi dominate the recycling of carbon sequestered in woody biomass. This process of organic turnover was first evolved among “white rot” fungi that degrade lignin to access carbohydrates and later evolved multiple times toward more efficient strategies to selectively target carbohydrates—“brown rot.” The brown rot adaption was often explained by mechanisms to deploy reactive oxygen species (ROS) to oxidatively attack wood structures. However, its genetic basis remains unclear, especially in the context of gene contractions of conventional carbohydrate-active enzymes (CAZYs) relative to white rot ancestors. Here, we hypothesized that these apparent gains in brown rot efficiency despite gene losses were due, in part, to upregulation of the retained genes. We applied comparative transcriptomics to multiple species of both rot types grown across a wood wafer to create a gradient of progressive decay and to enable tracking temporal gene expression. Dozens of “decay-stage-dependent” ortho-genes were isolated, narrowing a pool of candidate genes with time-dependent regulation unique to brown rot fungi. A broad comparison of the expression timing of CAZY families indicated a temporal regulatory shift of lignocellulose-oxidizing genes toward early stages in brown rot compared to white rot, enabling the segregation of oxidative treatment ahead of hydrolysis. These key brown rot ROS-generating genes with iron ion binding functions were isolated. Moreover, transcription energy was shifted to be invested on the retained GHs in brown rot fungi to strengthen carbohydrate conversion. Collectively, these results support the hypothesis that gene regulation shifts played a pivotal role in brown rot adaptation.

## Abstract (precis)

Fungi dominate the turnover of wood, Earth’s largest pool of aboveground terrestrial carbon. Fungi first evolved this capacity by degrading lignin to access and hydrolyze embedded carbohydrates (white rot). Multiple lineages, however, adapted faster reactive oxygen species (ROS) pretreatments to loosen lignocellulose and selectively extract sugars (brown rot). This brown rot “shortcut” often coincided with losses (>60%) of conventional lignocellulolytic genes, implying that ROS adaptations supplanted conventional pathways. We used comparative transcriptomics to further pursue brown rot adaptations, which illuminated the clear temporal expression shift of ROS genes, as well as the shift toward synthesizing more GHs in brown rot relative to white rot. These imply that gene regulatory shifts, not simply ROS innovations, were key to brown rot fungal evolution. These results not only reveal an important biological shift among these unique fungi, but they may also illuminate a trait that restricts brown rot fungi to certain ecological niches.

## INTRODUCTION

Fungi dominate the turnover of wood, Earth’s largest aboveground terrestrial carbon pool, and they promise commercially relevant pathways for deconstructing lignocellulose. The mechanisms of these fungi vary, with some removing lignin to gain access to cellulose and hemicellulose (white rot type) and others selectively extracting carbohydrates (brown rot type). These nutritional modes represent a spectrum of carbohydrate selectivities (1), but there is a threshold of wood lignin loss that divides white rot (lignin loss is higher) from brown rot (2, 3), and as names imply, color is a distinguishing feature. Furthermore, wood solubilities (3), lignin demethylation patterns (4), and strength loss rates (5) in brown-rotted wood all reflect fungal mechanisms that are distinct from the mechanisms of white rot fungi.

Despite these reliable physiochemical distinctions between brown- and white-rotted wood (phenotypes), it remains unclear what genetic adaptations or mechanism shifts enable these distinct pathways. One obstacle is that brown rot fungi have evolved independently from at least seven different white rot lineages (6, 7). Model fungi from different lineages have been used to inform our working model for brown rot, but often in isolation and with mixed conclusions. Unfortunately, as genomes have become increasingly available, comparative genomics of wood-degrading fungi (8–11) have not identified clear, unified features that distinguish rot types. Another obstacle involves a paradox between lignocellulolytic genes and decay rates. It is evident that the evolution of brown rot fungi involved shedding lignin-degrading peroxidases (PODs) (1, 12, 13) and contracting the number of genes coding carbohydrate-active enzymes (CAZYs), including glycoside hydrolases (GHs) (7, 14). Having fewer genes to encode familiar decay enzymes, however, has not slowed brown rot relative to white rot. Brown rot is typically faster than white rot, and this is exemplified by a standard wood durability test that requires shorter incubation periods for brown rot fungi than for white rot fungi (15).

This contradiction between brown rot fungal gene losses and efficiency gains (the “more-with-less” paradox) could be explained by novel genes or regulatory mechanisms (explanation 1), higher expression of the few genes retained (explanation 2), or some combination of both (explanation 3). Most have suggested novel pathways (explanation 1) are the key to brown rot, specifically mechanisms to deploy reactive oxygen species (ROS) as a pretreatment ahead of CAZYs. This has been posited for decades (16) and repeatedly supported by biochemical evidence (17–19), with iron-dependent Fenton chemistry as a unifying feature (20, 21). This ephemeral (<48 h) ROS pretreatment step has also been isolated, physically (22), to reveal a brief upregulation of lignocellulose oxidation (LOX) genes at the hyphal front of *Postia placenta* (23). These “genes of interest” include some important to white rot mechanisms (e.g., GMC oxidoreductases for H_2_O_2_ production [24]) and some linked to Fenton chemistry (e.g., phenolate-derived iron reductants [25]), relevant for brown rot. The functions of most of these genes, however, are poorly described or unknown and would require significant time/risk to characterize one by one, given a lack of precedent to inform annotations. Gene-by-gene approaches would also inherently assume that novel pathways, specifically ROS-related genes, are the key to brown rot (explanation 1).

Our goal with this study was to harness an experimental setup that could narrow the pool of novel ROS pathway targets (per explanation 1), but that also addressed explanations 2 and 3 as alternate hypotheses. To do this, we grew brown and white rot fungi from distinct clades along the length of wood wafers, and assessed the whole transcriptome from sections removed at set distances behind the hyphal front. This provided a time series of gene expression for tracking differentially expressed genes and for overlaying with wood physiochemical data and enzyme activities. By using these data for functional genomics comparisons among species, we reduced 10-fold the pool of candidate genes unique to brown rot fungal ROS pathways, a major advance in its own right. By looking at the temporal expression, we found the clear shift of LOX genes toward functioning in early decay stages in brown rot compared to white rot. By binning transcripts into functional groups, we also observed a surprising distinction in energy investments between white and brown rot fungi. It was apparent that the brief investment by brown rot fungi in oxidative mechanisms enabled a much higher transcript investment in CAZYs. This supports hypothesis 3, explaining brown rot innovations as a combination of novel pathways and deeper expression investments, and it implies that the evolution of ROS pathways by brown rot fungi did not obsolesce hydrolytic enzymes—it enabled them.

## RESULTS

### Temporal sequence of wood decay among test species.

Four late-diverging fungi (relative to the evolution of other brown rot clades from white rot ancestors) from distant clades were studied, representing brown rot (*Postia placenta* and Gloeophyllum trabeum) and white rot (Trametes versicolor and Pleurotus ostreatus) nutritional modes. 

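The libraries came from aspen wafers that each fungus had colonized from one end. Wafers were cut by distance behind the hyphal front, and RNA was sequenced from 3 sections, at 0 to 5 mm, 15 to 20 mm and 30 to 35 mm. Each bioreplicate pooled 8 wafers and each section had 3 bioreplicates, which gave 9 libraries from 24 wafers per species and 36 libraries for the 4 species. The bioreplicates carry the letters A, B and C in the deposited tables, and the sample records do not tie a letter to a replicate number. The authors mapped the reads to the genome of the species and counted them on gene models built from the same reads, 14601 in *P. placenta*, 12308 in *G. trabeum*, 14512 in *T. versicolor* and 12386 in *P. ostreatus*. They deposited the expression of each gene in each library as RPKM, the reads of the gene scaled by its length and by the mapped reads of the library, without the counts, so differential expression was tested on RPKM. RPKM multiplied by the coding length of the gene in kilobases summed to between 1003820 and 1006666 per library, so each library is scaled by its total reads. Read totals were not used here. The smallest steps between low RPKM values imply 24.75 to 28.2 M counted reads (M for 1000000) per library in *P. placenta* (median 26.9 M), 15.3 to 21.4 M in *G. trabeum* (median 19.5 M), 21.2 to 27.0 M in *T. versicolor* (median 23.6 M) and 14.6 to 19.2 M in *P. ostreatus* (median 17.65 M). These depths are estimates, since between 84.3 and 98.8% of the low values of a library fell on whole steps. Text S1 states 20 to 30 M reads that passed the filter for each sample, a count made before mapping, and RPKM rests on the mapped reads. In each species separately, log2(RPKM + 1) was fitted with limma, with a mean per section, one spread for the 9 libraries and an empirical Bayes trend. Genes with an RPKM of at least 1 in at least 3 of the 9 libraries were tested. The two-sided p-values of each of the 3 contrasts between sections were adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low expression, and compare the 30- to 35-mm section with the 0- to 5-mm section unless another contrast is named. With 3 bioreplicates per section, an exact permutation test of a single value between 2 sections cannot give a two-sided p below 0.1. The 10 genes with the most reads in a library took 3.79 to 6.93% of its reads in the 0- to 5-mm section and 8.68 to 14.7% in the 30- to 35-mm section. The median log2 change over all tested genes was −0.30 in *P. placenta*, −0.36 in *G. trabeum*, −0.33 in *T. versicolor* and −0.06 in *P. ostreatus*.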

All four fungi, when grown directionally, from one end of a wood wafer toward the other end (Fig. 1A), created spatial gradients of decay with uniform hyphal fronts that benchmarked the hyphal front section and enabled reconstruction of time series. These sections included “early decay” at the hyphal front (0 to 5 mm; 30- to 50-h growth period) where fungal biomass (via ergosterol) was abundant but where wood mass losses were negligible or there was apparent mass gain as fungal biomass accrued ahead of wood decay (Fig. 1B and C). The dilute alkaline solubility (DAS) test could not distinguish 0- to 5-mm sections from nondecayed wood for any of the fungi tested, but as decay progressed, DAS increasingly distinguished brown from white rot wood modifications (Fig. 1D).

**FIG 1:**
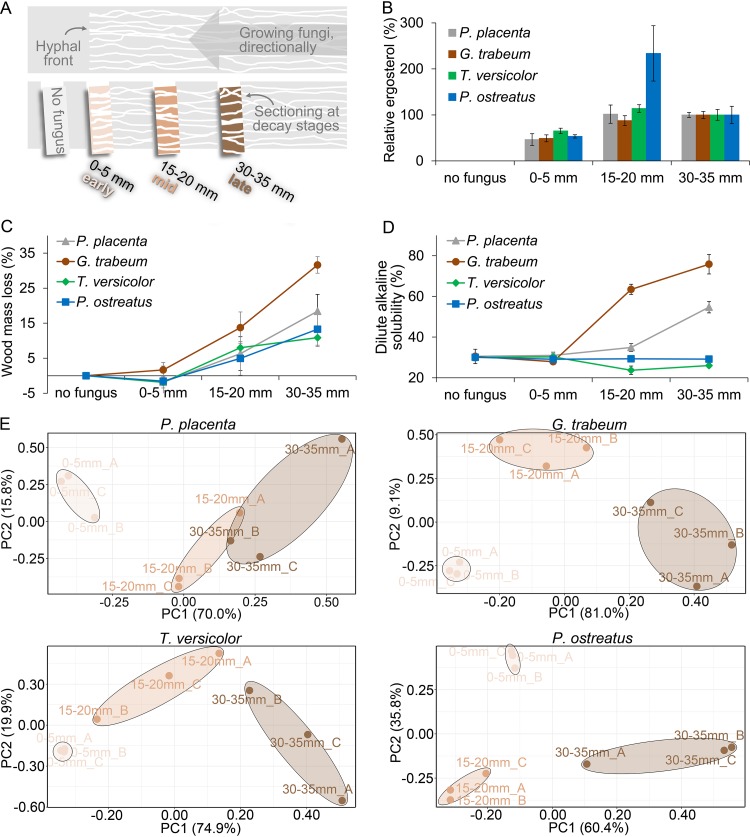
A fine-scale time series of wood decay using directed fungal growth in wafers. (A) Wood decay stages during brown rot (by *P. placenta* and *G. trabeum*) or white rot (by *T. versicolor* and *P. ostreatus*) were manually sectioned in aspen wafers, including a section without fungal growth (no fungus) and three sections behind the hyphal front (0 to 5 mm, 15 to 20 mm, and 30 to 35 mm). A total of 24 independent wafers (*n* = 8, each represented) were sectioned per fungus per experiment, using the hyphal front to benchmark progression. A fungal biomarker, ergosterol (B), is shown relative to late-decay-stage levels (as %) and indicates significant biomass in the 0- to 5-mm “early” section. Wood mass loss (C) and dilute alkaline solubility of wood (D [a sensitive test of early brown rot modifications]) were measured to assess the decay intensity, and neither could distinguish the 0- to 5-mm section from sound wood (ANOVA HSD test, *P* > 0.1). These results, combined, verified that 0- to 5-mm sections were well-colonized but lacked discernible decay, and principal-component analyses (E) clearly distinguished the whole-genome expression patterns in this “early” section (0 to 5 mm) from those in advanced-decay sections (15 to 20 mm and 30 to 35 mm) for all four test fungi. Three bioreplicates from each section (i.e., A, B, and C) were well clustered, indicating the reproducibility of the RNA-seq results.

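Principal components were computed per species from the log2(RPKM + 1) values of the tested genes, centred and not scaled. The first component held 66.8% of the variance in *P. placenta*, 62.6% in *G. trabeum*, 69.9% in *T. versicolor* and 71.4% in *P. ostreatus*. The second held 11.4, 17.6, 13.5 and 20.2%, in the same order. On the first component the 3 libraries of the 0- to 5-mm section lay on one side and the 6 libraries of the later sections on the other in every species. The gap between the nearest libraries of the 2 sides was 75.6, 76.1, 121 and 80.2 units of the component scores. On RPKM without the log, the first component held 70.0, 81.0, 74.9 and 60.4% and the second 15.8, 9.13, 19.8 and 35.8%, which match the percentages printed in Fig. 1E. The mean profile of the 0- to 5-mm section differed from that of the 15- to 20-mm section by a root mean square of 1.05 log2 units per gene in *P. placenta*, 0.99 in *G. trabeum*, 1.31 in *T. versicolor* and 1.38 in *P. ostreatus*. From the 30- to 35-mm section it differed by 1.15, 1.12, 1.47 and 1.297 log2 units.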

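Libraries of the same section had Pearson correlations of log2(RPKM + 1) between 0.960 and 0.997. Around their section mean, bioreplicates scattered by a root mean square of 0.56 log2 units per gene in *P. placenta*, 0.54 in *G. trabeum*, 0.55 in *T. versicolor* and 0.45 in *P. ostreatus*. The 2 later sections lay 0.55, 0.60, 0.78 and 0.80 log2 units apart. Sections accounted for 68.1% of the squared distance among the 9 libraries in *P. placenta*, 68.6% in *G. trabeum*, 80.3% in *T. versicolor* and 85.4% in *P. ostreatus*. Over the 280 ways to form 3 groups of 3 libraries, an exact permutation test (one-sided) gave p = 0.025, 0.0143, 0.00357 and 0.00357. In *P. placenta*, 7 groupings separated the libraries as much as the sections did, the true one included, and in *G. trabeum* 4 did. No other grouping did in *T. versicolor* or *P. ostreatus*, where 0.00357 is the smallest p that 280 groupings allow. In *P. placenta* and *G. trabeum* the highest other grouping accounted for 70.6 and 71.6%, more than the sections did. A front that stands apart from the rest is enough to make this p small. In these 2 species it does not show that the later sections differ from each other.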

Transcriptomic data by transcriptome sequencing (RNA-seq) indicated that 77 to 87% of genes in the genomes of the fungi tested were expressed when these fungi decayed solid wood (see Fig. S1 in the supplemental material and Data Set S1 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189), and principal-component analyses (PCA) of transcriptomes clearly revealed the distinct upregulation patterns in early decay zones, relative to older sections for all fungi tested (Fig. 1E). These RNA-seq data were validated with quantitative reverse transcription-PCR (qRT-PCR) using 57 genes relevant for lignocellulose degradation (see Fig. S2 in the supplemental material and Data Set S2 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189) and further used to reannotate genomes (Fig. S1). Collectively, this enabled downstream analyses of differential gene regulation between early and later decay stages, and it will enable others going forward.

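A gene was counted as expressed where its mean RPKM over the 3 bioreplicates was above 5 in at least 1 of the 3 sections. By this definition 10000 genes of *P. placenta* (68.5%), 10176 of *G. trabeum* (82.7%), 10542 of *T. versicolor* (72.6%) and 9444 of *P. ostreatus* (76.2%) were expressed on wood. Of the genes with a read in at least 1 library, these are 79.4, 87.0, 77.2 and 84.5%. Among the gene models, 2011, 609, 861 and 1208 were listed at 0 in all 9 libraries of their species.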

10.1128/mBio.02176-19.1 FIG S1 Gene expression evidence and quality control of the newly annotated wood-decaying fungal genomes in this work. (a) Gene expression evidence (RPKM of >5), based on incorporating RNA-seq reads from this wafer design, shown for gene models used in this work. 

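Counted by section, 60.1% of the gene models of *P. placenta* passed an RPKM of 5 in all 3 sections, 8.35% in 1 or 2 sections and 31.5% in none. The corresponding shares were 75.4, 7.28 and 17.3% in *G. trabeum*, 57.8, 14.8 and 27.4% in *T. versicolor*, and 68.0, 8.24 and 23.8% in *P. ostreatus*. The deposited annotation gives at least 1 GO term to 71.7, 69.8, 65.4 and 73.1% of the gene models, in the same order of species, and at least 1 InterPro domain to 65.4, 62.8, 63.9 and 68.7%.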

Gene expression found in all three, one or two, or no wood sections is presented as “full,” “partial,” or “none,” respectively. (b and c) Functional annotations by (b) Gene Ontology (Go) and (c) InterPro domain searching for the improved gene models used by this work. (d) By counting the fraction of RNA-seq reads that were accurately mapped to exons, comparison of gene annotation databases revealed improvements in the gene models used in this work relative to preexisting models developed at the Joint Genome Institute (JGI). Download FIG S1, TIF file, 2.2 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02176-19.2 FIG S2 Verification of the RNA-seq results by qRT-PCR in brown rot (*P. placenta* and *G. trabeum* [a and b, respectively]) and white rot (*T. versicolor* and *P. ostreatus* [c and d, respectively]) fungi. The expression levels of 57 lignocellulose-degrading genes were measured by qRT-PCR at sections of 30 to 35 mm and 0 to 5 mm, with three independent bioreplicates. The ratio of qPCR values from these two sections was calculated and used to compare with that of RNA-seq. The correlation coefficient (Cr) was calculated between the data sets from two different mRNA quantitative evaluations, using the “CORREL” function in Microsoft Excel 2016. Download FIG S2, TIF file, 2.8 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Differentially expressed genes over fungal decay sequences.

“Decay-stage-dependent” differentially expressed genes (DEGs) (fold changes [FC] of >4; false-discovery rate [FDR] of <0.05; *n* = 3) in early or late decay stages were assigned for each species (see detailed criteria in Text S1 in the supplemental material), by following the decreasing or increasing expression trends along with decay, respectively (see Fig. S3 in the supplemental material and Data Set S3 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189). 

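In limma, 11749 genes of *P. placenta*, 11224 of *G. trabeum*, 12617 of *T. versicolor* and 10324 of *P. ostreatus* were tested. With the criteria of Text S1, a change above 4-fold, an adjusted p under 0.05 and the stated order of sections, 534 genes were early and 292 late in *P. placenta*, 386 and 308 in *G. trabeum*, 819 and 771 in *T. versicolor*, and 740 and 626 in *P. ostreatus*. Called genes made up 7.03, 6.18, 12.6 and 13.2% of the genes tested. Most of the calls came from the step out of the hyphal front. From the 0- to 5-mm to the 15- to 20-mm section, 234 genes rose and 347 fell past the threshold in *P. placenta*, 210 and 220 in *G. trabeum*, 607 and 419 in *T. versicolor*, and 409 and 640 in *P. ostreatus*. Between the 0- to 5-mm and 30- to 35-mm sections 252 rose and 517 fell in *P. placenta*, 249 and 379 in *G. trabeum*, 596 and 798 in *T. versicolor*, and 416 and 476 in *P. ostreatus*. Between the 2 later sections 0 genes rose and 1 fell in *P. placenta*, 8 rose and 2 fell in *G. trabeum*, 49 and 40 in *T. versicolor*, and 54 and 152 in *P. ostreatus*. With 1 library left out, the genes changed between these sections ranged from 1 to 2 in *P. placenta* (1 with all libraries), 0 to 17 in *G. trabeum* (10), 32 to 161 in *T. versicolor* (89) and 88 to 304 in *P. ostreatus* (206), so these counts rest on single libraries. In *G. trabeum* the count was above this range when the letters A, B and C were fitted as a block. At an unadjusted p under 0.05, with the same fold, 14 rose and 5 fell in *P. placenta* between these sections. Early genes were 64.6% of the called genes in *P. placenta*, 55.6% in *G. trabeum*, 51.5% in *T. versicolor* and 54.2% in *P. ostreatus*. With each library scaled by its median ratio to the typical gene instead of its total reads, these shares were 46.7, 36.5, 37.8 and 46.6%, so the excess of early over late genes depends on the scaling. The calls the authors deposited number 604 early and 305 late genes in *P. placenta*, 459 and 334 in *G. trabeum*, 931 and 864 in *T. versicolor*, and 838 and 649 in *P. ostreatus*. Of the early genes called from RPKM, 93.3, 97.2, 94.6 and 96.9% are also early in the deposited calls, and of the deposited early calls 82.4, 81.7, 83.2 and 85.6% were called early from RPKM. Of the late genes called from RPKM, 91.8, 95.5, 93.5 and 92.0% are also late there, and 87.9, 88.0, 83.4 and 88.8% of the deposited late calls were called late from RPKM. In all, 2 genes of *P. ostreatus* are called in opposite stages.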

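For 1102 ortholog groups with exactly 1 gene in each species and a gene called early or late in at least 1 species, the early-to-late ratio was taken as log2 of RPKM in the 0- to 5-mm section over the mean RPKM of the later sections, with 0.1 added to both. Spearman's correlation of this ratio across the groups was 0.63 between *P. placenta* and *G. trabeum* (95% interval from 1000 resamples of the groups, 0.585 to 0.670) and 0.60 between *T. versicolor* and *P. ostreatus* (0.560 to 0.644). Pearson's r for these pairs was 0.62 and 0.63. Between a brown rot and a white rot species, Spearman's correlation was 0.54 for *P. placenta* and *T. versicolor*, 0.48 for *P. placenta* and *P. ostreatus*, 0.53 for *G. trabeum* and *T. versicolor*, and 0.48 for *G. trabeum* and *P. ostreatus*. In 1000 permutations of the groups no pair exceeded 0.115. The brown rot pair lay 0.12 above the mean of the 4 mixed pairs (interval 0.08 to 0.16) and the white rot pair 0.10 above it (0.06 to 0.13). Over all 5453 groups with exactly 1 gene in each species, called or not, the pairs of species differed less: Spearman's correlation was 0.516 for the brown rot pair and 0.543 for the white rot pair, and for mixed pairs 0.447 to 0.503, the highest for *P. placenta* and *T. versicolor*. Correlations of bioreplicates of a species were 0.81 to 0.97, and complete-linkage clustering of the 12 bioreplicate columns placed the 6 of brown rot in one cluster and the 6 of white rot in the other. These correlations are across genes, which are not independent replicates, and with 2 species per rot type a separation by rot type cannot be tested against one by species.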

The global temporal gene expression trends were immediately compared among species using ortho-DEGs, which display two major clusters more likely distinguished by nutritional modes (i.e., brown rot and white rot), rather than by fungal taxonomy (1, 2, 7, 10) (Fig. 2A).

**FIG 2:**
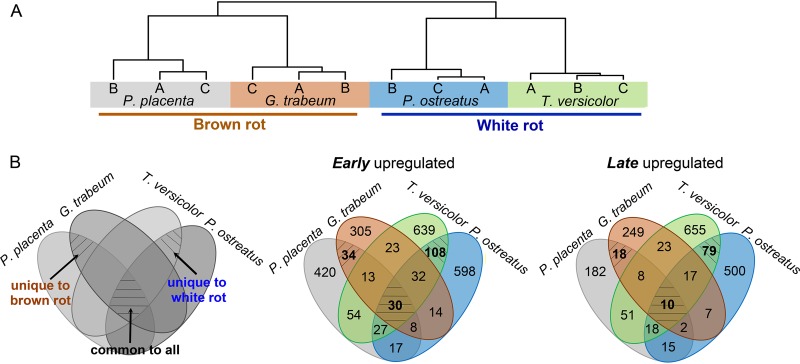
Differential gene expression as a function of species and wood decay stage. (A) The similarity of global temporal gene regulation among species clearly indicated two major clusters distinguished by nutritional modes of brown rot and white rot. The temporal gene expression trends of 2,093 orthologous DEGs were used to calculate the correlations among fungal samples by Spearman’s method. “A,” “B,” and “C” represent triple bioreplicates of RNA-seq data in each species. (B) Unique and common differentially expressed genes (DEGs) as a function of species and wood decay stage. The “decay-stage-dependent” genes, i.e., genes upregulated “early” or “late,” were compared among four species with the orthologous genes. The same MCL ID was assigned to genes from one ortho group, while species-specific ID was used for that without orthologues in other species. “Late” DEGs were combined from 15- to 20-mm and 30- to 35-mm sections. The brown rot fungi are *P. placenta* and *G. trabeum*, and the white rot fungi are *T. versicolor* and *P. ostreatus*.

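Of 8567 ortholog groups, 1915 held a gene called early or late in at least 1 species, 1188 of them an early gene and 802 a late one. A gene in all 4 species was present in 1223 of the 1915. For every pair of species the calls fell in the same groups more often than chance gives, in one-sided Fisher exact tests over the 5707 groups with a gene in all 4 species (highest p, 1.5e-20). *P. placenta* and *G. trabeum* shared 74 groups with early genes, against 5.76 expected, and *T. versicolor* and *P. ostreatus* shared 149 against 28.4. Among mixed pairs the shared early groups were 79 for *P. placenta* and *T. versicolor* (13.1 expected), 63 for *P. placenta* and *P. ostreatus* (17.0 expected), 64 for *G. trabeum* and *T. versicolor* (9.59 expected), and 56 for *G. trabeum* and *P. ostreatus* (12.5 expected). Late genes were shared in 31 groups by the brown rot pair (1.94 expected) and 87 by the white rot pair (8.78 expected). In mixed pairs 29 to 58 groups were shared late, at 8.77 to 11.3 times the expected number.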

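Ortholog groups were counted as shared by a rot type where both of its species had a gene in the stage and neither species of the other type had one. Early genes were shared in this way by the brown rot species in 38 groups and by the white rot species in 103, and by all 4 species in 27. For late genes the counts were 16, 79 and 13. With median-ratio scaling the groups of brown rot only were 16 early and 28 late, and 22 late groups were shared by all 4 species. Without replicate C, and with the deposited scaling, all 4 species shared 4 late groups. To give the number that independent species would share, the calls of each species were shuffled 10000 times over the groups with a gene in all 4 species. In these groups the brown rot species shared 34 early groups against 4.96 expected and 10 late groups against 1.78, and the white rot species 87 against 26.6 and 47 against 8.46. All 4 species shared 27 early groups against 0.027 and 13 late groups against 0.0041. Each permutation p (one-sided) was 1e-04, the smallest that 10000 shuffles can give. The shuffles test whether the species are independent and not whether sharing follows rot type. Counted in the same way over all groups, *P. placenta* and *T. versicolor* alone shared 43 early and 42 late groups, more than the brown rot species. *G. trabeum* and *T. versicolor* alone shared 25 and 22, *P. placenta* and *P. ostreatus* 13 and 14, and *G. trabeum* and *P. ostreatus* 13 and 7. No group was early in both brown rot species and late in both white rot species, and none the reverse.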

10.1128/mBio.02176-19.3 FIG S3 Expression patterns of “decay-stage-dependent” DEG subgroups of four tested fungi. 

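The subgroups were rebuilt from the limma contrasts with the order and p-value conditions of Text S1. Most called genes followed one of 2 patterns. In group III, expression was higher in the 0- to 5-mm section than in both later sections. The difference between the later sections did not pass an adjusted p of 0.05 in limma, which does not show that they were alike. Group VII was the mirror image of group III. Group III held 520 genes in *P. placenta*, 349 in *G. trabeum*, 556 in *T. versicolor* and 493 in *P. ostreatus*, and group VII held 243, 265, 579 and 269. Genes that fell at both steps (group II) numbered 1, 5, 221 and 68, and genes that rose at both steps (group VI) 0, 4, 29 and 145.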

The “decay-stage-dependent” DEGs (see Data Set S3 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189) were assigned to eight subgroups according to criteria in Text S1 in the supplemental material. Each gene’s expression, shown as Z-score normalized RPKM values across sections, is plotted in black, with the mean expression profile for each gene subgroup plotted in red. A, section 0 to 5 mm; B, section 15 to 20 mm; C, section 30 to 35 mm. The DEGs with expression trends of groups I, II, III, and IV showed upregulation at the advancing hyphal front (i.e., 0 to 5 mm), and these were combined as early upregulated genes. 

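The remaining early genes were in group I, with 13 genes in *P. placenta*, 32 in *G. trabeum*, 38 in *T. versicolor* and 30 in *P. ostreatus*, and in group IV, with 0, 0, 4 and 149. Among genes called early with a mean RPKM of at least 10 and no overlap between the bioreplicates of the 2 sections, the largest change of *P. placenta* was that of Ppl|g9222.t1, a polygalacturonase. It fell from 1899.6 ± 688 RPKM (SD, n = 3) in the 0- to 5-mm section to 18.8 ± 14.9 (SD, n = 3) in the 30- to 35-mm section, a log2 fold change of −6.78 (standard error 0.57, adjusted p = 6.4e-05 from limma). Ppl|g13002.t1, without a description, and Ppl|g13.t1, annotated as small secreted, came next (−6.54 and −6.30). An oxaloacetate acetylhydrolase gene ranked 4 in *P. placenta* and 3 in *G. trabeum*. Ppl|g11776.t1 fell from 1386 ± 620 to 19.9 ± 17.8 RPKM (adjusted p = 1.6e-04 from limma) and Gtr|g8888.t1 from 1551 ± 270 to 13.8 ± 0.70 (adjusted p = 8.0e-08 from limma), all SD with n = 3. The largest early change in *G. trabeum* was that of Gtr|g6672.t1, annotated as small secreted, at a log2 fold change of −6.99 (standard error 0.17), before the hypothetical protein Gtr|g8013.t1 (−6.78). In *T. versicolor* it was a hydrophobin, Tve|g9406.t1, from 1783 ± 424 to 2.62 ± 2.39 RPKM (SD, n = 3), a log2 fold change of −9.11 (standard error 0.46, adjusted p = 2.1e-06 from limma). Hydrophobins are small secreted proteins of fungal surfaces. Pos|g2916.t1, also a hydrophobin, led in *P. ostreatus* with 7861 ± 2737 RPKM (SD, n = 3) falling to 28.8 ± 17.9, a log2 fold change of −8.13 (standard error 0.45, adjusted p = 3.6e-06 from limma).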

Comparatively, genes with expression trends of groups V, VI, VII, and VIII were upregulated at later decay sections (i.e., 15 to 20 mm and 30 to 35 mm) and were pooled as late upregulated genes. 

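Beyond groups VI and VII, late genes were in group V, with 34 genes in *P. placenta*, 28 in *G. trabeum*, 95 in *T. versicolor* and 37 in *P. ostreatus*, and in group VIII, with 15, 11, 68 and 175. By the same rule as for early genes, the largest late change of *T. versicolor* was that of Tve|g5235.t1, annotated as a hypothetical protein. It rose from 27.1 ± 5.15 RPKM (SD, n = 3) to 41095 ± 29742 in the 15- to 20-mm section and 66898 ± 5007 in the 30- to 35-mm section, a log2 fold change of 11.23 (standard error 0.61, adjusted p = 2.9e-06 from limma). Lignin peroxidase Tve|g3467.t1 rose from 9.73 ± 1.00 to 8226 ± 4194 RPKM (SD, n = 3), a log2 fold change of 9.44 (standard error 0.45). In *P. ostreatus*, the class II peroxidase Pos|g4425.t1 rose from 68.7 ± 72.5 to 39083 ± 15338 RPKM (SD, n = 3), a log2 fold change of 9.58 (standard error 0.71, adjusted p = 1.2e-05 from limma). Class II peroxidase genes are close paralogs, and reads may be shared among them. In both brown rot fungi the leading late gene was a glycoside hydrolase of family GH12 in the same ortholog group. Next among late genes of *P. placenta* was a major facilitator transporter, Ppl|g10139.t1, from 77.6 ± 55.1 to 2514 ± 320 RPKM (SD, n = 3). In *G. trabeum* it was a lytic polysaccharide monooxygenase (AA9), Gtr|g10871.t1, from 206 ± 90.8 to 9312 ± 3589 RPKM (SD, n = 3), with a log2 fold change of 5.52 (standard error 0.61, adjusted p = 1.9e-04 from limma).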

Download FIG S3, TIF file, 2.1 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02176-19.7 TEXT S1 Supplemental information. Download Text S1, DOCX file, 0.05 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Among these “decay-stage-dependent” genes, those with (hemi)cellulose-degrading *O*-glycosyl hydrolase functions (e.g., GO:0004553 and GO:0008810) were significantly overrepresented in late decay for all four fungi (FDR <0.05, Gene Ontology [GO] enrichment analysis by Fisher’s exact test) (see Table S1 in the supplemental material). 

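GO terms were tested with one-sided Fisher exact tests on the called genes of a stage against all tested genes with a GO term, and adjusted by the Benjamini-Hochberg method over the terms of a species and stage. Hydrolase activity on O-glycosyl compounds was over-represented among late genes in each species. In *P. placenta* 12 of its 60 tested genes were late where 1.66 were expected (adjusted p = 5.9e-06, Fisher's exact test). In *G. trabeum* 14 of 104 were late where 3.137 were expected (adjusted p = 2.4e-04), in *T. versicolor* 43 of 135 where 8.49 were expected (adjusted p = 3.6e-17), and in *P. ostreatus* 58 of 157 where 9.37 were expected (adjusted p = 1.3e-29), all from the same exact test. Carbohydrate metabolic process, oxidation-reduction process, oxidoreductase activity and substrate-specific transmembrane transporter activity also passed an adjusted p of 0.05 among late genes of all 4 species. Of the 467 to 504 terms tested per species, 5 passed early and 13 late in *P. placenta*, 13 and 10 in *G. trabeum*, 15 and 21 in *T. versicolor*, and 14 and 13 in *P. ostreatus*. The early count of *P. placenta* was 3 without replicate A and 11 without replicate B. Among early genes, structural constituent of ribosome and translation passed in both brown rot species and in *P. ostreatus*, and nucleosome in *G. trabeum* and both white rot species. Cell wall biogenesis passed among early genes of both white rot species and also among late genes of *T. versicolor*, and microtubule among early genes of both. Cell wall biogenesis had 42 tested genes in *T. versicolor*, 14 early and 10 late, and 20 in *P. ostreatus*, 10 early. The hydrophobin genes have the same counts in these species, so this term and the hydrophobins are not separate results. Cellulose binding passed among late genes of both white rot species and of *P. placenta*. Heme binding passed among late genes of both white rot species and among early genes of *T. versicolor* and *G. trabeum*. Genes of a term can be regulated together, so the p-values describe these gene sets.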

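Among early genes, 20 genes annotated with iron ion binding were called in *G. trabeum* where 6.22 were expected from the share of its genes called, a ratio of 3.22 (adjusted p = 3.4e-04, one-sided Fisher exact test). In *P. placenta* 23 were called where 12.3 were expected, a ratio of 1.87 with p = 0.0027 before adjustment and an adjusted p of 0.097 in the exact test, which does not pass the threshold of 0.05. When all tested genes, with or without a GO term, served as the background, the ratio in *P. placenta* was 2.12 and passed (adjusted p = 0.026, Fisher's exact test). Early genes of the white rot fungi held the term at 1.40 times the expected number in *T. versicolor* and 1.07 times in *P. ostreatus*, with adjusted p of 0.636 and 1 in the exact test. Late genes held it at 2.06 times the expected number in *T. versicolor* (29 genes against 14.1, adjusted p = 0.0056, exact test) and 2.08 times in *P. ostreatus* (21 against 10.1, adjusted p = 0.039, exact test). For late genes of *G. trabeum* and *P. placenta* the ratios were 2.05 and 0.61, with adjusted p of 0.374 and 1 in the exact test. With replicate B left out, the ratios of early genes in *G. trabeum* and of late genes in *P. ostreatus* were 1.99 and 1.75 and did not pass the threshold, while the ratio of early genes in *P. placenta* was 1.86 and did. With replicate C left out the ratio of late genes in *P. ostreatus* was 1.93 and did not pass. With a 2-fold threshold for calls, the ratio of early genes was 1.49 in *G. trabeum*, which did not pass, and 1.48 in *P. placenta*, which did, and that of late genes in *G. trabeum* was 1.96 and passed. Whether the ratio differs between species was not tested.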

Notably, iron ion binding functions (GO:0005506) were significantly overrepresented in early decay for both brown rot fungi, but also enriched in late decay stages for white rot fungi. This indicated the divergences of the temporal gene regulations between two wood-decaying modes besides the similarities.

10.1128/mBio.02176-19.8 TABLE S1 Gene Ontology enrichment analysis of decay-stage-dependent DEGs in wood-decaying fungi. Download Table S1, XLSX file, 0.07 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Brown rot-specific DEGs.

By using orthologous genes (the ortho group can be found in Data Set S1 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189), we further pinpointed 52 “decay-stage-dependent” DEGs that distinguished brown from white rot species (Fig. 2B; Table 1), which greatly reduced the pool of genes of interest (e.g., those potentially driving ROS production) by more than 10-fold, relative to our previous study (23).

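Table 1 was followed group by group in the limma calls, with its values known beforehand. Of the 15 ortholog groups it lists one by one as early in brown rot, 11 were called early in both brown rot species and in neither white rot species. The exceptions were MCL_7588, MCL_2183 and MCL_384, not called in *P. placenta*, and MCL_1200, not called in *G. trabeum*, where the log2 fold change of Gtr|g11717.t1 was −1.999 and fell short of 4-fold. Of the 18 groups it lists one by one as late in brown rot, 16 were called so, and MCL_6643 was not called in *P. placenta* while MCL_2166 was also late in *P. ostreatus*. Early and late together, 54 ortholog groups were called in both brown rot species only and 182 in both white rot species only. Being called in one rot type does not by itself show a difference from the other. In 28 of the 31 early brown rot groups with 1 gene in each species, at least 1 white rot ortholog also fell at an adjusted p under 0.05 in limma. The difference was tested directly over all groups with 1 gene in each species, called or not, by comparing the mean log2 fold change of the brown rot species with that of the white rot species, using the standard errors of the 4 limma fits in a two-sided z test. All 31 of the early brown rot groups differed in this test at an adjusted p under 0.05, and 10 of them above 4-fold. Their selection as called in one rot type only favours such a difference, so these counts are not separate evidence. The test takes the standard errors as known, which makes its p-values too small. It speaks of these 4 strains, with 2 species per rot type.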

**TABLE 1:** Differentially expressed genes unique to the brown rot fungal strains tested

Gene^*a*^	Functional description^*b*^	*G. trabeum*		*P. placenta*	
		RPKM	FC^*c*^	RPKM	FC^*c*^
Early upregulated					
MCL_5471	Hypothetical membrane protein	427.2	75.9	282.0	12.5
MCL_7627	SAM-dependent methyltransferase	958.5	57.4	44.3	9.2
MCL_3182	Membrane integrating ferric reductase	169.1	16.3	100.3	12.2
MCL_187	bZIP transcription factor	125.2	14.9	95.6	5.9
MCL_7588	Ribonuclease h-related	33.3	11.3	15.0	4.3
MCL_562	Zn(2)-C6 fungal transcription factor	74.3	9.4	60.5	28.3
MCL_1312	Hypothetical membrane protein	2,182.6	8.6	233.5	4.9
MCL_4304	Receptor of activated protein kinase C	554.0	5.7	650.6	5.0
MCL_5286	SRP-dependent cotranslational protein	264.3	5.4	750.2	10.2
MCL_7002	Hypothetical membrane protein SignalP-TM	266.8	5.2	39.4	10.1
MCL_5385	Hyaluronan/mRNA-binding protein	677.0	5.1	357.2	4.8
19 MCLs^*e*^	Ribosomal structure	18,084.9	4.9	16,973.8	4.8
MCL_47	NmrA-like protein	26.2	4.9	60.2	10.2
MCL_1200	bZIP transcription factor	47.8	4.3	19.9	5.7
MCL_2183	Heme-thiolate peroxidase/peroxygenase	90.1	4.3	25.8	4.1^*d*^
MCL_384	Hypothetical protein	186.1	4.1^*d*^	233.3	4.2^*d*^

Late upregulated					
MCL _7542	GH5, endo-β-1,4-glucanase, SignalP-noTM	10,613.2	24.1	12,208.0	10.7
MCL_2441	GH3, β-glucosidase, SignalP-noTM	3,309.1	21.6	2,982.9	5.0
MCL_2166	NAD(P)-binding oxidoreductase	765.7	8.6	963.4^*d*^	5.3^*d*^
MCL_4879	Aldo keto reductase	1,298.5	7.9	945.9^*d*^	5.6^*d*^
MCL_2248	GH3, β-glucosidase	487.1	7.7	639.3	6.5
MCL_5876	Uncharacterized UPF0261	37.2	6.9	138.8^*d*^	9.2^*d*^
MCL_6280	Uncharacterized UPF0303	678.8	6.9	1,871.6	8.7
MCL_2280	Thioredoxin	1,585.8	5.8	3,622.7	5.9
MCL_7782	K(+) channel subunit/aldo keto reductase	4,302.2	5.5	1,197.9	10.6
MCL_3957	Malate synthase, glyoxysomal	1,490.2^*d*^	5.4^*d*^	1,028.4^*d*^	5.1^*d*^
MCL_3499	NADP-dependent 3-OH acid dehydrogenase	1,014.0^*d*^	5.0^*d*^	1,607.1	6.7
MCL_7264	Carboxyl esterase; SignalP-noTM	617.2^*d*^	4.8^*d*^	1,459.4^*d*^	8.0^*d*^
MCL_6643	Sugar transporter	423.6^*d*^	4.7^*d*^	1,065.4	4.1
MCL_1455	Malic enzyme	235.3^*d*^	4.4^*d*^	181.9	4.4
MCL_5447	Peptidyl-prolyl *cis*-*trans* isomerase	3,444.1	4.3	4,415.2	9.0
MCL_2204	Aldo keto reductase	2,030.3	4.3	1,376.7^*d*^	7.9^*d*^
MCL_3421	Aldo keto reductase	1,140.9^*d*^	4.1^*d*^	538.6	5.1
MCL_2530	Glyoxalase/peptidase	130.7^*d*^	4.0^*d*^	599.1	4.5

a Genes are shown by the orthologous group ID generated by OrthoMCL v2.0.

b Functions of orthologues were annotated by Blast2Go (v4.0.7), which combined the results of Gene Ontology annotation and InterPro Scan. Functions were further manually confirmed by blastp in Swiss-Prot database.

c FC, fold change. Ratios were calculated by comparing the RPKM value (reads per kilobase of transcript per million mapped reads) of early decay (i.e., 0- to 5-mm section) and that of the older section (i.e., 15- to 20-mm or 30- to 35-mm section). The gene list was ranked according to the ratio numbers of *G. trabeum*.

d The RPKM value of the 15- to 20-mm section is listed or used to calculate the ratio.

e Nineteen orthologous groups have similar functions for ribosomal structure and were combined to simplify the table.

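Ribosomal protein genes made up 20 of the 38 ortholog groups called early in the brown rot species only. Their genes fell between the 0- to 5-mm and 30- to 35-mm sections by a median log2 fold change of −2.18 in *P. placenta* and −2.26 in *G. trabeum*, with all 20 genes lower at an adjusted p under 0.05 in limma in each. The orthologs in *T. versicolor* fell too, by a median of −1.03, and 20 of 20 were lower at an adjusted p under 0.05. In *P. ostreatus* the median was −0.03, and 12 of 21 genes were lower, 1 of them past the adjusted threshold. Over all ribosomal protein genes tested, the median change was −1.64 in *P. placenta* (124 genes), −1.55 in *G. trabeum* (120), −1.07 in *T. versicolor* (120) and −0.21 in *P. ostreatus* (118). At 15 to 20 mm it was −1.47, −1.38, −0.43 and −1.27 relative to the 0- to 5-mm section, so in *P. ostreatus* expression of these genes was lower at 15 to 20 mm than at the front and higher again at 30 to 35 mm. With median-ratio scaling the fall at 30 to 35 mm was −1.30, −1.16, −0.67 and −0.15. Ribosomal protein genes are regulated together, so the 20 groups amount to one response more than to 20 separate ones.

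**Figure D1:**
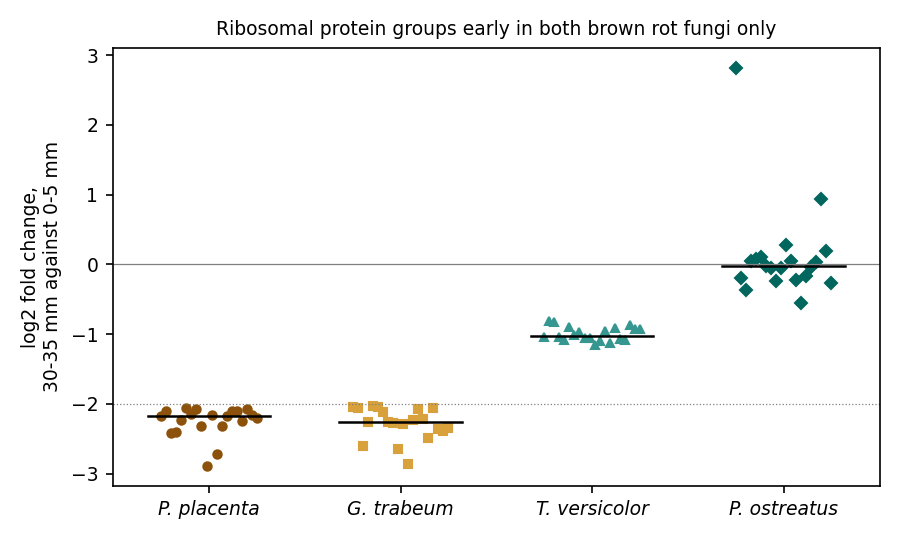
Log2 fold change of the genes of 20 ribosomal protein ortholog groups between the 30- to 35-mm and 0- to 5-mm sections, 1 dot per gene. Black lines mark the median of a species, and the dotted line marks a 4-fold decrease.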

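Of the early brown rot groups, 31 had 1 gene in each species. In 3 of these both white rot orthologs also fell at an adjusted p under 0.05 in limma. For 3 of the 38 early groups, MCL_7002, MCL_7505 and MCL_7627, the deposited ortholog file lists no gene in either white rot species, so no change could be compared there. Annotated lignocellulose-oxidizing genes were present in 2 of the 38.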

Thirty-four of these DEGs showed functions unique to early brown rot, coincident with the timing of ROS-based pretreatments. These included the genes encoding ferric reductase (FER; MCL_3182) and heme-thiolate peroxidase/peroxygenase (HTP; MCL_2183) (Table 1; see Fig. S4 and Fig. S5 in the supplemental material). This brown rot FER has a “NOX_Duox_like_FAD_NADP” domain that may catalyze the generation of ROS (e.g., H_2_O_2_) (NCBI Conserved Domains, E value of <3.06e−38), making it plausible that brown rot fungi have coopted the NOX (NADPH oxidase) domain in similar fashion as some pathogenic fungi that infect plants and degrade cellulose (26, 27). 

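The ferric reductase gene of *P. placenta*, Ppl|g11280.t1, was expressed at 100.3 ± 73.9 RPKM in the 0- to 5-mm section, 65.8 ± 59.4 in the 15- to 20-mm section and 8.22 ± 3.34 in the 30- to 35-mm section (SD, n = 3), a log2 fold change of −3.05 (standard error 0.82, adjusted p = 0.0169 from limma). In *G. trabeum*, Gtr|g5098.t1 fell from 169 ± 197 to 47.1 ± 26.4 and 10.4 ± 3.59 RPKM (SD, n = 3), with a log2 fold change of −3.15 (standard error 0.88, adjusted p = 0.017 from limma). Single libraries bear on these calls. Ppl|g11280.t1 did not pass without replicate A of the 0- to 5-mm section (log2 fold change −2.67) or of the 30- to 35-mm section (−2.70), and Gtr|g5098.t1 did not pass without replicate B of the 30- to 35-mm section (−2.88). The ortholog in *T. versicolor*, Tve|g14447.t1, stayed between 7.65 ± 2.81 and 14.8 ± 2.69 RPKM (SD, n = 3). In *P. ostreatus*, Pos|g11293.t1 rose from 3.89 ± 1.24 to 91.0 ± 28.3 RPKM (SD, n = 3) at 15 to 20 mm, a log2 fold change of 4.22 between these sections (adjusted p = 4.0e-04 from limma). In the direct comparison of the rot types, MCL_3182 differed by −4.34 log2 units (brown rot minus white rot, standard error 0.70, adjusted p = 1.1e-08 in the z test on the limma standard errors). For the peroxygenase group, Gtr|g2796.t1 fell from 90.1 ± 37.0 to 21.1 ± 8.48 RPKM (SD, n = 3), a log2 fold change of −2.03 (standard error 0.35, adjusted p = 0.00166 from limma). Ppl|g4414.t1 fell from 25.8 ± 11.5 to 6.26 ± 2.48 at 15 to 20 mm and 9.24 ± 4.86 RPKM at 30 to 35 mm (SD, n = 3). Its log2 fold changes of −1.86 and −1.41 (adjusted p = 0.00755 and 0.0209 from limma) were below 4-fold. The ortholog Tve|g3693.t1 fell by a similar amount, with a log2 fold change of −1.32 (adjusted p = 0.0143 from limma), while Pos|g532.t1 rose from 132 ± 7.44 to 383.7 ± 78.2 RPKM (SD, n = 3), a log2 fold change of 1.51 (adjusted p = 3.1e-04 from limma).

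**Figure D2:**
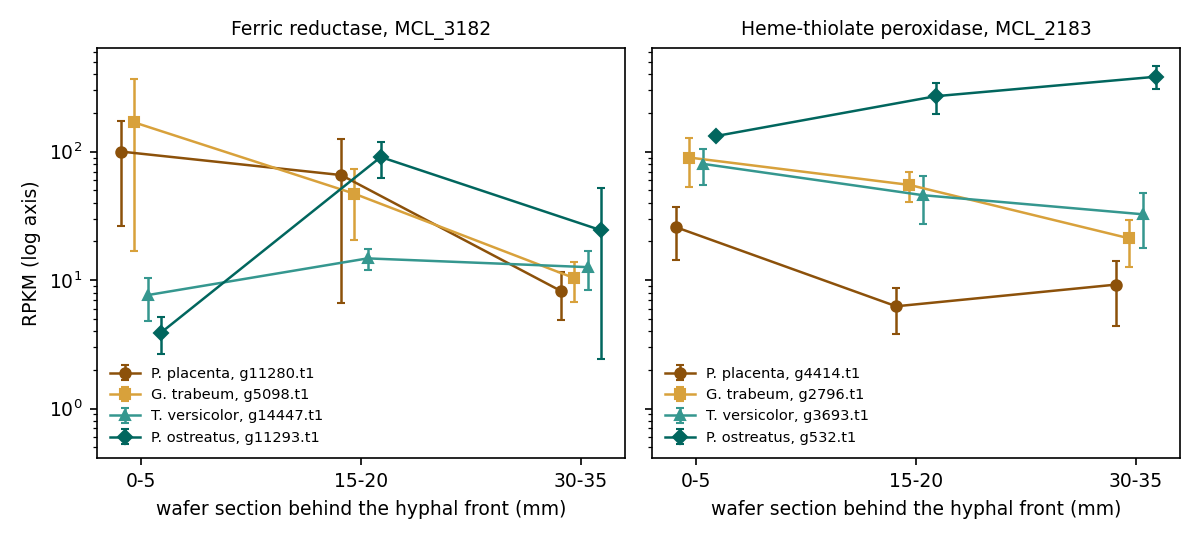
RPKM of the ferric reductase group (left) and the peroxygenase group (right) by wood section in the 4 species, mean and SD of 3 bioreplicates on a log axis. Where the SD exceeds the mean, the lower bar is drawn shortened.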

The brown rot unique HTP might be involved in halogenating, hydroxylating aromatic molecules and cleaving lignin, as found in *Caldariomyces fumago* chloroperoxidases and *Agrocybe aegerita* aromatic peroxygenases (28–32) (see the Text S1 in the supplemental material for *in silico* functional analysis of FER and HTP). In addition to these two, we also found four “hypothetical proteins,” and four transcriptional factors were uniquely co-upregulated in early brown rot that offer targets to better characterize decaying functions and regulatory mechanisms (Table 1).

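Among the groups annotated as hypothetical proteins, MCL_5471 had the largest changes. Ppl|g13922.t1 fell from 283 ± 20.4 to 22.7 ± 2.90 RPKM (SD, n = 3), a log2 fold change of −3.58 (standard error 0.28, adjusted p = 4.6e-05 from limma), and Gtr|g9420.t1 fell from 427 ± 92.2 to 5.63 ± 1.41 (SD, n = 3), a log2 fold change of −6.01 (standard error 0.33, adjusted p = 9.4e-06 from limma). The orthologs rose, Tve|g10326.t1 by a log2 fold change of 1.04 at 30 to 35 mm and Pos|g8670.t1 by 3.22 at 15 to 20 mm (adjusted p = 0.00533 and 0.00441 from limma). MCL_1312 fell by log2 fold changes of −2.30 in *P. placenta* (Ppl|g12412.t1) and −3.28 in *G. trabeum* (Gtr|g11967.t1), with adjusted p of 6.1e-04 and 0.00145 from limma. MCL_7002, without a white rot gene, fell by −3.08 (Ppl|g9706.t1) and −2.40 (Gtr|g10448.t1). In MCL_384, Gtr|g7435.t1 passed through its change at 15 to 20 mm (log2 fold change −2.02), and Ppl|g9025.t1 with −1.94 in the same contrast did not. For the regulators, the bZIP group MCL_187 fell by −2.56 in Ppl|g2776.t1 and −3.79 in Gtr|g2713.t1 (adjusted p = 3.8e-04 and 2.7e-04 from limma). Its *P. ostreatus* ortholog, Pos|g162.t1, fell as well, by −1.80 (adjusted p = 2.9e-04 from limma). The zinc-cluster group MCL_562 fell by −4.09 in Ppl|g6761.t1 and −3.02 in Gtr|g10156.t1, and the bZIP group MCL_1200 by −2.20 in Ppl|g3537.t1 (adjusted p = 4.0e-04 from limma). The methyltransferase group MCL_7627 fell from 44.3 ± 18.01 to 4.82 ± 1.00 RPKM in Ppl|g7432.t1 and from 958.5 ± 267 to 16.7 ± 3.82 in Gtr|g7384.t1 (SD, n = 3), with no white rot gene in the group.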

10.1128/mBio.02176-19.4 FIG S4 Properties of brown rot unique ferric reductase domain-containing ortholog MCL_3182. (a) Functional Pfam (31.0) domain prediction of two brown rot ferric reductase-containing orthologs (Ppl|g11280.t1 and Gtr|5098.t1) (http://pfam.xfam.org/) that were uniquely upregulated at early decay. (b) Transmembrane domains TM3 to TM5 of NADPH oxidases, ferric reductases, and two brown rot ferric reductase-containing proteins were assigned according to Zhang et al. (70). Conservation logos of NADPH oxidases and ferric reductases were generated by WebLogo 3 (http://weblogo.threeplusone.com/) after amino acid alignment using MafftWS (version 7.310) with preset E-INS-i (accuracy-oriented) and scoring matrix BLOSUM62. The proposed ROS-generating positions (reactive oxygen species) His and Thr-Gly (70), indicated by blue squares, were not present in two brown rot proteins. Download FIG S4, TIF file, 2.2 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02176-19.5 FIG S5 *In silico* analysis of brown rot unique heme-thiolate peroxidase/peroxygenase ortholog MCL_2183. (a)Phylogenetic analysis of fungal heme-thiolate peroxidase/peroxygenase, dye-decoloring peroxidase, and class II peroxidase. Amino acid sequences were aligned using MafftWS (version 7.310) with preset E-INS-i (accuracy oriented) and scoring matrix BLOSUM62 and then used for neighbor-joining tree creation by MEGA7.0.18 with bootstrapping of 1,000. The Poisson correction method was used to compute the evolutionary distances, with less than 5% alignment gaps, missing data, and ambiguous bases at any position. UniProtKB/Swiss-Prot/NCBI accession numbers are shown for the characterized proteins. Class II POD includes VPS (versatile peroxidase), LiP (lignin peroxidase), and MnP (manganese peroxidase). CPO, chloroperoxidase; APO, aromatic peroxygenase; HTP, heme-thiolate peroxidase; Ppl, *P. placenta*; Gtr, *G. trabeum*; Tve, *T. versicolor*; Pos, *P. ostreatus*. Red triangles indicate genes with expression upregulated >4-fold at early decay. Blue triangles indicate genes with expression upregulated >4-fold at late decay. (b) Sequence conservation of brown rot heme-thiolate peroxidase/peroxygenase ortholog MCL_2183. The full length of reference HTP protein sequences was aligned using MafftWS (version 7.310) with preset E-INS-i (accuracy-oriented) and scoring matrix BLOSUM62 and then used to create the conservation logos by WebLogo 3 (http://weblogo.threeplusone.com/). High conservation was highlighted for the proximal heme-binding sequences and heme propionate/cation binding regions. The conserved Cys, indicated by red star, contributes to the heme binding through the thiolate sulfur-iron bond. The predicted α-helix was assigned according to that of *Caldariomyces fumago* CPO (31). Proposed distal acid-base catalyst, acid base pair and Phe sites of substrate binding pocket were assigned per the structures of *Caldariomyces fumago* CPO (31) and *Agrocybe aegerita* APO (32). Download FIG S5, TIF file, 2.5 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Eighteen of these 52 DEGs showed functions unique to late brown rot, upregulated after oxidative modifications of the substrate (17, 22, 23). Specifically, genes for cellulose hydrolysis and methylglyoxal/aldehyde detoxification were upregulated (Table 1), including one endo-β-1,4-glucanase gene (MCL_7542) and two β-glucosidase genes (MCL_2441 and MCL_2248), one carboxyl esterase gene (MCL_7264), and one sugar transporter gene (MCL_6643), along with many aldo keto reductase DEGs. 

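Of the late brown rot groups, 10 had 1 gene in each species. In 2 of these a white rot ortholog also rose at an adjusted p under 0.05 in limma, and in none did both. By annotation, 3 of the 16 late groups hold glycoside hydrolases and 4 hold aldo/keto reductases. The groups MCL_7264, MCL_7542 and MCL_7782 have no gene in either white rot species in the deposited ortholog file.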

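The endoglucanase genes of MCL_7542 rose most in RPKM. Ppl|g586.t1 went from 1143 ± 496 to 12208 ± 2355 RPKM (SD, n = 3), a log2 fold change of 3.48 (standard error 0.43, adjusted p = 4.0e-04 from limma), and Gtr|g6166.t1 from 440.4 ± 276 to 10613 ± 843 (SD, n = 3), a log2 fold change of 4.87 (standard error 0.54, adjusted p = 1.9e-04 from limma). In the β-glucosidase group MCL_2441, Ppl|g4238.t1 rose by a log2 fold change of 2.28 (standard error 0.38) and Gtr|g4066.t1 by 4.67 (standard error 0.51), with adjusted p of 0.00176 and 1.9e-04 from limma. The *T. versicolor* ortholog Tve|g13490.t1 changed by 0.44 (adjusted p = 0.136 from limma), and the *P. ostreatus* ortholog Pos|g10334.t1 was an early gene, with a log2 fold change of −1.96 at 30 to 35 mm and −2.02 at 15 to 20 mm. MCL_2441 had the largest difference toward a greater log2 change in brown rot in the z test, 4.24 log2 units (adjusted p = 2.0e-31 from the limma standard errors). In MCL_2248, Ppl|g5064.t1 rose by 2.74 and Gtr|g3005.t1 by 2.75 log2 units (adjusted p = 2.1e-04 and 0.00319 from limma), while Tve|g9836.t1 rose by 0.68 (adjusted p = 0.38 from limma). Pos|g1804.t1 was called early through a contrast with the 15- to 20-mm section. Its log2 fold change at 30 to 35 mm against the front was −1.61 (adjusted p = 0.0188 from limma), below 4-fold. It did not pass without replicate B of the 30- to 35-mm section (−1.28). The carboxyl esterase genes of MCL_7264 rose by log2 fold changes of 2.23 in *P. placenta* (Ppl|g7712.t1) and 2.29 in *G. trabeum* (Gtr|g2465.t1). For the transporter group MCL_6643, Ppl|g2130.t1 rose from 263 ± 61.3 to 1065 ± 779 RPKM (SD, n = 3), a log2 fold change of 1.52 with an adjusted p of 0.126 from limma. It passed only without replicate C, left out of all sections (2.33, adjusted p = 0.013 from limma) or of the 30- to 35-mm section alone. Gtr|g8538.t1 passed at 15 to 20 mm with a log2 fold change of 2.00 (adjusted p = 0.0343 from limma). Aldo/keto reductase genes rose in MCL_2204 by 3.23 (Ppl|g12582.t1) and 2.10 (Gtr|g2865.t1), in MCL_3421 by 2.37 (Ppl|g8005.t1) and 1.94 (Gtr|g5540.t1), and in MCL_7782 by 3.56 (Ppl|g468.t1) and 2.50 (Gtr|g9138.t1) log2 units. In MCL_4879, Ppl|g12921.t1 and Gtr|g8022.t1 rose by 2.30 and 3.13, whereas the paralog Ppl|g12920.t1 changed by 0.56 and was not called, and how reads divide between the paralogs is uncertain.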

The products of these genes may have evolved characteristics adapted to oxidatively reacted wood components such as carbonyl and carboxylic acid groups introduced on residual carbohydrates (21, 33). In line with this, cellulases and hemicellulases of brown rot fungi were recently shown to better tolerate Fenton-generated oxidative radicals, relative to those enzymes in Trichoderma reesei (34). Overall, these unique late-stage dynamics may involve genes inherited from white rot ancestors (1, 10) with functions adapted to substrate conditions that characterize brown rot, including many unexplored options relevant to industrial processes. In addition, those genes that are “unique to white rot” and “common to all” are discussed in Text S1 in the supplemental material (Fig. 2B; see Table S2 in the supplemental material).

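In the z test between rot types over 5409 ortholog groups, the log2 change from the 0- to 5-mm to the 30- to 35-mm section was greater in brown rot in 46 and greater in white rot in 106, at an adjusted p under 0.05 and a difference above 4-fold. In 16 of the 46, expression was higher at 30 to 35 mm in both brown rot species and lower in both white rot species, and in 35 of the 106 it was the reverse. The largest difference was in MCL_2289, annotated as clavaminate synthase, −7.77 log2 units (brown rot minus white rot, standard error 0.31, adjusted p = 5.8e-139 in the z test on limma standard errors). Its gene rose by 8.03 in *T. versicolor* and 2.76 in *P. ostreatus* and changed by 0.27 in *P. placenta* and −5.01 in *G. trabeum* (log2). MCL_5471 followed with −6.07 (standard error 0.46, adjusted p = 2.0e-37 from limma standard errors). The other groups among the 10 largest were MCL_3303, MCL_5242, MCL_3560, MCL_0914 (an alcohol oxidase), MCL_1240 and MCL_4294, at −4.82, −4.75, −4.59, −4.31, −4.29 and −4.18 log2 units, besides MCL_3182 and MCL_2441. The standard errors come from bioreplicates of 1 strain per species. The z test takes these standard errors as known, although each rests on 3 bioreplicates per section. Its p-values are therefore too small, the smallest ones most, and its calls are liberal. At most they speak of these strains, and not of brown rot and white rot fungi at large.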

10.1128/mBio.02176-19.9 TABLE S2 Decay-stage-dependent DEGs that are unique to white rot and common in all wood-decaying types. Download Table S2, XLSX file, 0.06 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Temporal regulation shift of CAZY genes in brown rot versus white rot.

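Gene lists were built from the families of Table S3, by gene where the deposited copy lists the genes and by InterPro domain for the glycoside hydrolases, and from domains of other functions, 50 to 62 lists per species. Each list was tested against all tested genes with a two-sided Fisher exact test, adjusted over the lists of a species and stage. Early genes were over-represented in 8 lists in *P. placenta*, 9 in *G. trabeum*, 7 in *T. versicolor* and 9 in *P. ostreatus*, and late genes in 7, 8, 19 and 23. Glycoside hydrolases were over-represented among late genes in every species, with odds ratios of 11.7 in *P. placenta*, 4.85 in *G. trabeum*, 3.81 in *T. versicolor* and 5.54 in *P. ostreatus* (adjusted p = 4.6e-14, 2.0e-05, 3.8e-08 and 1.1e-15, Fisher's exact test). Lignocellulose-oxidizing genes were over-represented among early genes in *P. placenta* (odds ratio 3.10, adjusted p = 9.6e-08, exact test), *G. trabeum* (4.03, adjusted p = 4.6e-08) and *T. versicolor* (1.73, adjusted p = 0.048). Among late genes they were over-represented in *T. versicolor* (adjusted p = 2.3e-15, exact test) and *P. ostreatus* (adjusted p = 2.6e-15). Nucleosome genes were over-represented early in all 4 species, with 5, 6, 9 and 8 early genes. Hydrophobins were so in *T. versicolor* (14 of 42 genes, adjusted p = 1.2e-05, exact test) and *P. ostreatus* (10 of 20, adjusted p = 6.7e-06), and 10 further hydrophobins of *T. versicolor* were late. The 38 early ribosomal protein genes of *P. placenta* were 38 of the 124 tested. Because genes of a list can change together, the lists were also tested with camera in limma, which allows for correlation among genes. With that correlation estimated from the libraries, no list passed in any species (lowest adjusted p 0.194 in limma). With a fixed correlation of 0.01, 6, 12, 21 and 13 lists passed. With a replicate left out these were 7 to 11 in *P. placenta* and 5 to 22 in *P. ostreatus*. By Fisher's test the late lists of *G. trabeum* were then 5 to 12, and the early lists 3 to 8 in *T. versicolor* and 5 to 9 in *P. ostreatus*, so the counts of lists are unstable.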

Regulatory patterns of lignocellulose-degrading gene families revealed staggered control of lignocellulose-oxidizing (LOX; upregulated early) and glycoside-hydrolyzing (GH; upregulated later) functions as fungi decayed wood wafers, especially during brown rot (Fig. 3; see Table S3 in the supplemental material). 

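The lignocellulose-oxidizing list covers the oxidoreductase families of Table S3 and the cytochrome P450 genes, with 334, 252, 351 and 314 genes tested in *P. placenta*, *G. trabeum*, *T. versicolor* and *P. ostreatus*. Of these, 41 were early and 8 late in *P. placenta*, 30 and 14 in *G. trabeum*, 37 and 66 in *T. versicolor*, and 26 and 61 in *P. ostreatus*. Pooled by rot type this is 71 early and 22 late genes in brown rot, a ratio of 3.23, and 63 early and 127 late genes in white rot, a ratio of 0.496. The odds ratio between the rot types was 6.51 (p = 6.8e-12, two-sided Fisher exact test). Without the P450 genes the counts were 33 and 14 against 32 and 90, with an odds ratio of 6.63 (p = 3.5e-07, exact test). Each brown rot species differed from each white rot species. *P. placenta* had odds ratios of 9.14 against *T. versicolor* and 12.0 against *P. ostreatus* (p = 3.2e-08 and 1.2e-09, exact test), and *G. trabeum* had 3.82 and 5.03 (p = 5.1e-04 and 3.6e-05, exact test). With the species paired the 2 other ways, the pooled odds ratios were 1.41 and 1.16. The glycoside hydrolases showed no such difference: 18 early and 39 late genes in brown rot against 35 and 78 in white rot, an odds ratio of 1.03 (p = 1, exact test). Adjusting p-values over a list alone gave the same counts of oxidizing genes in every species. Under median-ratio scaling the oxidizing genes were 52 early and 28 late in brown rot against 52 and 133 in white rot, and the odds ratio was 4.75. Without the P450 genes, *G. trabeum* had 14 early and 8 late oxidizing genes with the deposited values and 10 early and 11 late under that scaling. The genes of a family are related and 2 species stand for each rot type, so the p-values describe these gene sets.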

Brown rot LOX genes were, collectively, 10× more upregulated in early than in late decay stages, significantly higher than in white rot, where DEGs were slightly greater in later decay stages (Fisher’s exact test, *P* < 0.001) (Fig. 4A). By further looking at the contrast of early and late DEGs number in each functional CAZY family, it is clear that brown rot LOX expression was shifted to the early decay stage compared to that of white rot (two-tailed paired *t* test, *P* < 0.01 [Fig. 4B]). Specifically, iron-associated genes glycopeptide, heme-thiolate peroxidase, iron reductase, and cytochrome P450 DEGs were more likely correlated with early ROS pretreatment of brown rot, not white rot (Fisher’s exact test, *P* < 0.05) (Fig. 3), in line with the brown rot-specific “decay-stage-dependent” DEGs pinpointed in the Venn diagram (Fig. 2B) and Table 1. 

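Early minus late genes were counted per family and tested with an exact sign-flip permutation test (two-sided) over the families with a called gene. For the oxidizing families the sum was 34 in *P. placenta* (p = 0.00705) and 16 in *G. trabeum* (p = 0.122), against −29 in *T. versicolor* (p = 0.211) and −35 in *P. ostreatus* (p = 0.047), all by the exact permutation test. In *G. trabeum* it was 8 without replicate B and 3 with median-ratio scaling. Single families carry much of these sums. Cytochrome P450 gave 20 of the 34 in *P. placenta* and 10 of the 16 in *G. trabeum*. Class II peroxidases (AA2) and AA9 gave −16 and −10 in *T. versicolor*, and AA9 gave −16 in *P. ostreatus*. More early than late genes were found in 13 of 18 families with a call in *P. placenta*, 9 of 15 in *G. trabeum*, 8 of 21 in *T. versicolor* and 7 of 21 in *P. ostreatus*. For the glycoside hydrolase families the sums were −17, −4, −15 and −28 (exact permutation p = 0.0039, 0.70, 0.099 and 0.027). These rest on single replicates: without replicate C the sum was −9 in *P. placenta* and no longer passed, and 4 in *G. trabeum*. In *P. ostreatus* it did not pass without A or C (−15 and −12), while in *T. versicolor* it passed without B (−19). More late than early genes were found in 11 of 13 hydrolase families in *P. placenta*, 6 of 12 in *G. trabeum*, 10 of 16 in *T. versicolor* and 14 of 22 in *P. ostreatus*. From the contrast of early and late gene numbers per family, the paper concludes that oxidizing gene expression in brown rot was shifted to early decay relative to white rot. It rests this on a paired t test. The sign-flip tests here are within each species and do not compare the rot types.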

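Family by family, early and late genes were compared between rot types with two-sided Fisher exact tests, adjusted over the families. Cytochrome P450 genes were the only ones past an adjusted p of 0.05. In brown rot 38 were early and 8 late, with 22 and 2 in *P. placenta* and 16 and 6 in *G. trabeum*. In white rot 31 were early and 37 late, with 21 and 21 in *T. versicolor* and 10 and 16 in *P. ostreatus* (odds ratio 5.67, p = 8.0e-05, adjusted p = 0.0049, exact test). Iron reductases had 2 early genes in *P. placenta* and 2 in *G. trabeum*, none late, and 1 late gene in *T. versicolor* and 2 in *P. ostreatus*, none early (p = 0.0286, adjusted p = 0.886, exact test). Heme-thiolate peroxidases had 2 early genes in each brown rot species and 1 late gene in *T. versicolor* (p = 0.2, adjusted p = 1, exact test), and the glycopeptide family 1 early gene, in *G. trabeum*. With so few called genes these tests have little power. Summed over family members, iron reductases fell from 392 ± 127 to 135 ± 22.7 RPKM in *P. placenta* and from 543 ± 282 to 244 ± 19.5 in *G. trabeum*, and rose from 307 ± 36.5 to 658 ± 157 in *T. versicolor* (SD, n = 3). Heme-thiolate peroxidases fell from 197 ± 7.64 to 76.2 ± 13.4 in *P. placenta* and from 198.6 ± 85.7 to 81.7 ± 22.2 in *G. trabeum*, and rose from 324 ± 31.1 to 572 ± 55.0 in *P. ostreatus* (SD, n = 3). P450 sums fell to 0.454 of their 0- to 5-mm level in *P. placenta*, 0.615 in *G. trabeum*, 0.559 in *T. versicolor* and 0.893 in *P. ostreatus*. The exact permutation p (two-sided) was 0.1 for each of these sums, except 0.2 for P450 in *P. ostreatus*. In *T. versicolor*, heme-thiolate peroxidases went from 108 RPKM at the front to 152 at 30 to 35 mm. The deposited sum of iron reductases, iron permeases and ferroxidases together went from 704 to 613 RPKM in *P. ostreatus*. P450 genes form a large family of similar sequences, so reads of one may be assigned to another.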

The main (hemi)cellulose chain-cleaving GHs (e.g., GH5, -6, -7, -10, and -12) and sugar transporters were generally upregulated during late decay in both brown rot and white rot (early versus late DEGs’ number, two-tailed paired *t* test, *P* < 0.05 [Fig. 4A and B]). These together indicated the distinctive temporal regulatory features in brown rot, which has led the formation of the staggered “two-step” regulation (“LOX-then-GH”) (23).

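Of the chain-cleaving hydrolases, GH5 had 4 late and 2 early genes in *P. placenta*, 5 and 0 in *G. trabeum*, 7 and 1 in *T. versicolor*, and 7 and 1 in *P. ostreatus*. GH10 had 2 late genes in *P. placenta*, 2 in *G. trabeum*, where 1 was early, and 4 in each white rot species, and GH12 had 1 late gene in each species. GH6 and GH7 occur in the white rot species only, with 2 late and 1 early gene of GH7 in *T. versicolor*, 6 late genes of GH7 in *P. ostreatus*, and 2 late and 1 early gene of GH6 in *P. ostreatus*. Summed RPKM of GH5 rose from 4745 ± 1576 to 45632 ± 13735 in *P. placenta*, from 3719 ± 1702 to 33729 ± 5146 in *G. trabeum* and from 1063 ± 240.1 to 10238 ± 6788 in *T. versicolor* between the 0- to 5-mm and 30- to 35-mm sections (SD, n = 3). In *P. ostreatus* it peaked at 15 to 20 mm, with 16695 ± 2173 RPKM against 1295 ± 642 at the front and 2807 ± 2694 at 30 to 35 mm (SD, n = 3). Against the front, the exact permutation p (two-sided) was 0.1 at 30 to 35 mm in the first 3 species and at 15 to 20 mm in *P. ostreatus*. GH7 sums reached 14047 ± 10474 RPKM in *T. versicolor* at 30 to 35 mm and 16976 ± 3293 in *P. ostreatus* at 15 to 20 mm (SD, n = 3). Sugar transporters had 7 late and 6 early genes in *P. placenta*, 17 and 1 in *G. trabeum*, 11 and 1 in *T. versicolor*, and 16 and 2 in *P. ostreatus*, and late genes were over-represented among them in each species (adjusted p = 3.1e-04, 1.3e-13, 1.0e-04 and 8.4e-10, Fisher's exact test). With camera in limma and the correlation among genes estimated, the list passed in no species (adjusted p = 0.784, 0.194, 0.441 and 0.8098). Camera compares only 30 to 35 mm with the front, while late calls also count genes that peak at 15 to 20 mm. Their summed RPKM at 30 to 35 mm was 3.70 times that at the front in *P. placenta*, 2.77 times in *G. trabeum*, 2.02 times in *T. versicolor* and 2.07 times in *P. ostreatus*.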

**FIG 3:**
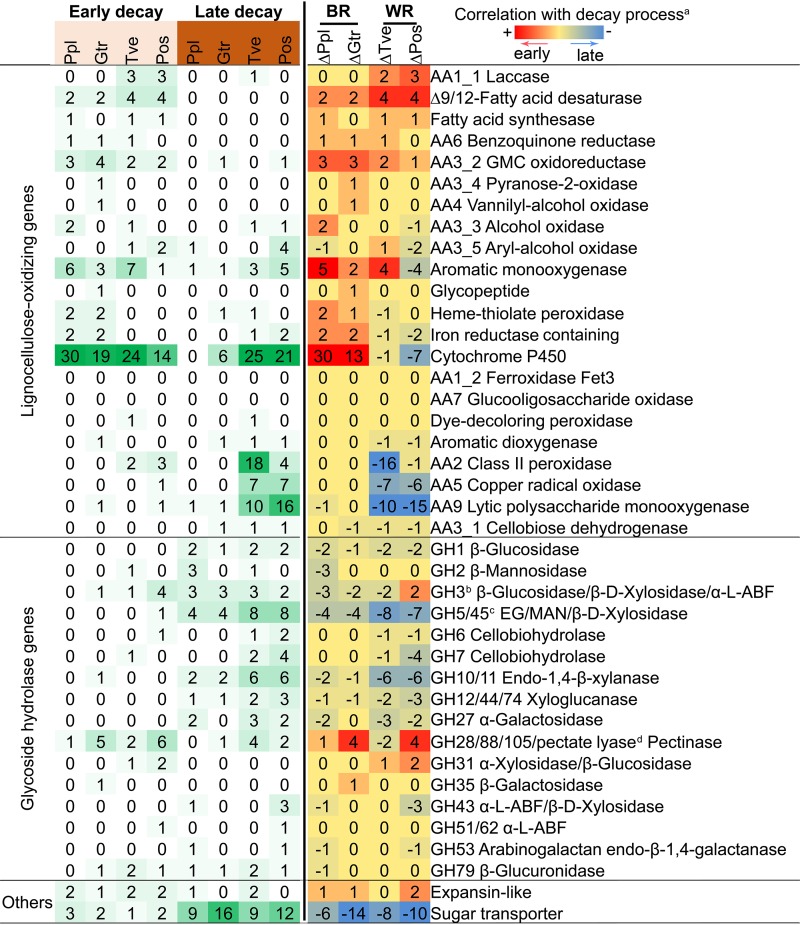
Number of differentially expressed lignocellulose-oxidizing and glycoside hydrolase genes during wood decay by brown or white rot fungi. Genes were manually annotated, primarily according to Carbohydrate-Active enZYmes database (http://www.cazy.org/), verified by blastp with the Swiss-Prot database, and then categorized as lignocellulose-oxidizing or glycoside hydrolase functions. Footnote a indicates correlation of gene expression with decay stage was made by calculating the difference in the number of DEGs between sections with advanced “late” decay (15 to 20 mm plus 30 to 35 mm) and the early decay section (0 to 5 mm). Footnote b indicates *N*-acetyl-β-glucosaminidases were excluded from GH3 family. α-l-ABF, α-l-arabinofuranosidase. Footnote c indicates only EG (endo-β-1,4-glucanase), MAN (endo-β-1,4-mannase), and β-d-xylosidase were included. Footnote d indicates the pectinases in family GH28, -88, and -105 and PL1, -3, -4 were included. Ppl, *P. placenta*; Gtr, *G. trabeum*; Tve, *T. versicolor*; Pos, *P. ostreatus*; BR, brown rot; WR, white rot.

**FIG 4:**
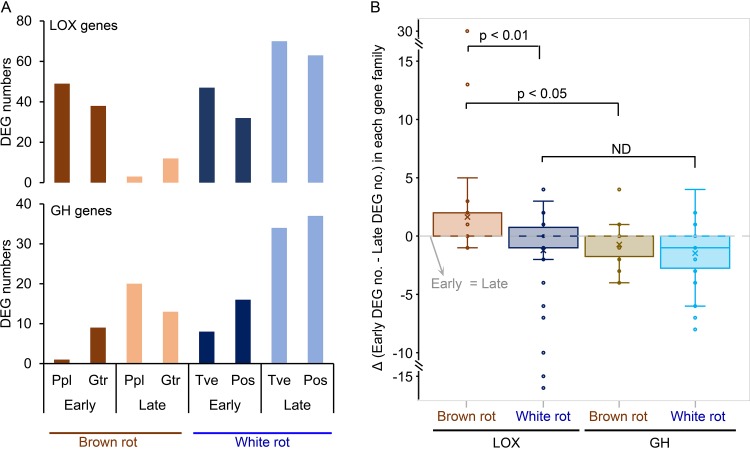
LOX expression shift toward early decay stage in brown versus white rot. (A) Early- or late-upregulated lignocellulose-oxidizing (LOX) and glycoside hydrolase (GH) gene numbers from brown or white rot fungal decay wood. Ppl, *P. placenta*; Gtr, *G. trabeum*; Tve, *T. versicolor*; Pos, *P. ostreatus*. (B) Comparisons of the numbers of early and late DEGs in each CAZY gene family, grouped by wood decay types and functional categories (LOX/GH). Each dot represents the difference value of early and late DEGs in each individual CAZY family. Positive numbers in the *y* axis mean more early DEGs, and the gene functions are more likely associated with early decay, while negative numbers mean the gene functions are tending to be associated with late decay. Significant differences (*P* values) were calculated with a two-tailed paired *t* test. ND, no significant differences were found.

10.1128/mBio.02176-19.10 TABLE S3 Functional annotation and expression of all CAZY family genes in wood-decaying fungi. Download Table S3, XLSX file, 1.1 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

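Among the oxidizing genes of white rot with the highest RPKM in the 0- to 5-mm section was a manganese peroxidase of *P. ostreatus*, Pos|g6527.t1, an early gene that fell from 2300.4 to 173 RPKM (log2 fold change −4.86, adjusted p = 0.00192 from limma). At 30 to 35 mm, Pos|g4425.t1 gave 33.5% of the summed RPKM of the oxidizing list in *P. ostreatus*. In *T. versicolor* no gene stood out in this way, with 11.8% from Tve|g3467.t1, 11.2% from Tve|g7778.t1 and 8.23% from Tve|g7746.t1. The list as a whole rose in both white rot species, from 23846 to 69584 RPKM in *T. versicolor* and from 29262 to 116530 in *P. ostreatus*, and fell from 22503 to 15278 in *P. placenta*. In *G. trabeum* it rose from 21440 to 32732, with 28.4% of the sum at 30 to 35 mm from the monooxygenase Gtr|g10871.t1. A count of called genes and a sum of RPKM therefore point in different directions for *G. trabeum*.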

Different from the more defined expression timing of brown rot LOX genes, those in white rot were expressed in both stages of decay. For example, laccases, several aryl-alcohol oxidases, and class II peroxidases were early upregulated only in white rot, which may work for gentler enzymatic pretreatment, in contrast to the harsher ROS pretreatment strategy (e.g., Fenton reaction) in brown rot. On the other hand, many white rot LOX genes, including those encoding 22 class II peroxidases in both white rot species, 26 lytic polysaccharide monooxygenases (LPMO), two cellobiose dehydrogenases (CDH), 14 copper radical oxidases, and two aromatic dioxygenases, were also co-upregulated with GH families in later decay stages (Fig. 3). This coregulation is in line with the simultaneous oxidation of lignin and cellulose at later decay stages during white rot, as well as the saccharification by glycoside hydrolases. 

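Laccases had 3 early genes and 1 late gene in *T. versicolor*, 3 early genes in *P. ostreatus*, and none called in the brown rot species. Their summed RPKM fell from 681 ± 101 in the 0- to 5-mm section to 123 ± 8.40 in the 30- to 35-mm section in *T. versicolor* and from 1333 ± 510.1 to 622 ± 144 in *P. ostreatus* (SD, n = 3; exact permutation p = 0.1 and 0.2, two-sided). In *P. ostreatus* the fall to 392 ± 38.5 at 15 to 20 mm had an exact permutation p of 0.1. Pos|g7142.t1 contributed most to it, with 653 RPKM at the front and 5.70 at 30 to 35 mm (log2 fold change −6.52, adjusted p = 1.7e-06 from limma). The laccases of *P. placenta* fell from 119 ± 20.5 to 59.3 ± 27.4 RPKM (SD, n = 3) without a called gene. Aryl-alcohol oxidases (AA3_5) had 1 early gene in *T. versicolor*, 3 late genes in *P. ostreatus* and 1 late gene in *P. placenta*. Class II peroxidases had 2 early genes in *T. versicolor* and 3 in *P. ostreatus*, beside 18 and 4 late ones.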

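Counted over both white rot species, 22 class II peroxidase genes were late, 27 lytic polysaccharide monooxygenase genes (10 in *T. versicolor*, 17 in *P. ostreatus*), 13 copper radical oxidase genes (6 and 7), 2 cellobiose dehydrogenase genes and 2 aromatic dioxygenase genes. Class II peroxidases summed to 1292 ± 887, 28576 ± 5296 and 20894 ± 6638 RPKM in the 3 sections of *T. versicolor*, from the front backward, and to 3699 ± 424, 7998 ± 4528 and 64848 ± 25107 in *P. ostreatus* (SD, n = 3). Monooxygenases rose at different sections, to 26020 ± 10672 RPKM at 30 to 35 mm in *T. versicolor*, where they stood at 1476 ± 682 at 15 to 20 mm, and to 55090 ± 9556 at 15 to 20 mm in *P. ostreatus*, where they stood at 8714 ± 13635 at 30 to 35 mm (SD, n = 3). The exact permutation p (two-sided) against the front was 0.1 for each peak and 0.7 for *P. ostreatus* at 30 to 35 mm. Cellobiose dehydrogenase followed the same course, with 625 ± 492 RPKM at 30 to 35 mm in *T. versicolor* and 710.0 ± 121 at 15 to 20 mm in *P. ostreatus* (SD, n = 3). Copper radical oxidases of *P. ostreatus* reached 14119 ± 3039 RPKM at 30 to 35 mm, 11.0 times their level at the front (SD, n = 3). *G. trabeum* had 1 late monooxygenase gene and 1 late cellobiose dehydrogenase gene, and its monooxygenases rose from 633 ± 255 to 9449 ± 3610.3 RPKM (SD, n = 3).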

The contractions/losses of these genes would likely have shed similar functions among brown rot fungi (2, 7, 9). Again, these distinctive gene expression features reflected the different wood-decaying mechanisms adopted by two classes of fungi (12).

Notable exceptions for GH temporal regulation were found, although they were mainly expressed at late decay stages. For example, several pectin-cleaving enzymes (1 to 6 genes in each species) (35), expansin-like proteins (1 or 2 genes) (36, 37) and some side-chain-cleaving GHs (38, 39) (e.g., GH31 α-xylosidase, GH35 β-galactosidase, GH51 α-l-arabinofuransidase, and GH79 β-glucuronidase) were upregulated early in brown or white rot fungi, suggesting a general requirement among wood decay fungi to loosen plant cell walls in order to facilitate ingress.

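Pectin-cleaving GH28 had 1 early gene in *P. placenta*, 4 in *G. trabeum*, 2 in *T. versicolor* and 2 in *P. ostreatus*, beside 1, 1, 3 and 0 late genes. Adjusted over its own genes alone, *P. placenta* had 2. Expansin-like genes, taken by domain, had 3, 2, 8 and 3 early genes and 1, 1, 4 and 3 late ones. The domain also picks up proteins of other families, among them Tve|g4569.t1, described as a tubulin and the highest in the hydrolase list of *T. versicolor* at the front with 1372 RPKM. GH28 sums fell from 2670 ± 578 to 721 ± 381 RPKM in *P. placenta* and from 1880 ± 2327 to 212 ± 27.6 in *P. ostreatus* (SD, n = 3). In *P. ostreatus* the sum at the front rested on one polygalacturonase gene, Pos|g6080.t1, with 1198 ± 1532 RPKM (SD, n = 3). Of the side-chain families, GH31 had 1 early gene in *T. versicolor* and 2 in *P. ostreatus*, GH35 had 1 in *G. trabeum*, and GH79 had 1, 2 and 1 in *G. trabeum*, *T. versicolor* and *P. ostreatus*. GH51 had none, early or late.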

### Shift of transcriptional investments toward GH expression in brown rot.

Gene expression levels (as reads per kilobase per million [RPKM]) reflected DEG patterns but also revealed a deeper distinction in gene expression investments between brown rot and white rot fungi (Fig. 5; see Data Set S4 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189). 

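RPKM was summed over the glycoside hydrolase genes and over the oxidizing genes of a library, and the ratio taken. It was 0.93 ± 0.28, 6.19 ± 1.98 and 7.66 ± 2.29 in the 3 sections of *P. placenta*, from the front backward, and 0.87 ± 0.20, 1.92 ± 0.67 and 3.42 ± 0.62 in *G. trabeum* (SD, n = 3). In *T. versicolor* it was 0.52 ± 0.06, 0.25 ± 0.03 and 0.68 ± 0.40, and in *P. ostreatus* 0.39 ± 0.20, 0.72 ± 0.10 and 0.15 ± 0.12 (SD, n = 3). Between the front and 15 to 20 mm, log2 of the ratio changed by 2.72 in *P. placenta*, 1.11 in *G. trabeum*, −1.06 in *T. versicolor* and 0.98 in *P. ostreatus* (exact permutation p = 0.1 each, two-sided). From the front to 30 to 35 mm the changes were 3.03, 2.00, 0.11 and −1.59, with exact permutation p of 0.1, 0.1, 1 and 0.2. By geometric means of the 2 species, the ratio of brown rot was 2.01 times that of white rot at the front, 7.81 times at 15 to 20 mm and 19.1 times at 30 to 35 mm. By the median over expressed members instead of the sum these were 1.88, 4.045 and 3.12 times, and the change in *G. trabeum* to 30 to 35 mm was 0.0401 (log2), so the size of the ratio and its increase along the sections depend on how the genes are summarized. At the front the brown rot ratios passed 1 when the P450 genes were left out of the oxidizing sum, with 1.72 in *P. placenta* and 1.25 in *G. trabeum*. The change in *T. versicolor* at 30 to 35 mm turned negative without replicate A or C of the 30- to 35-mm section (−0.17 and −0.29), so its direction is open. With 2 species per rot type the difference between rot types was not tested.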

In general, the ratio of GH to LOX expression was >1 for brown rot but <1 for white rot irrespective of decay stage, and this ratio was nearly 30-fold higher in brown rot than in white rot in later decay stages (Fig. 5A), indicating brown rot GH expression has been strengthened compared to white rot expression.

**FIG 5:**
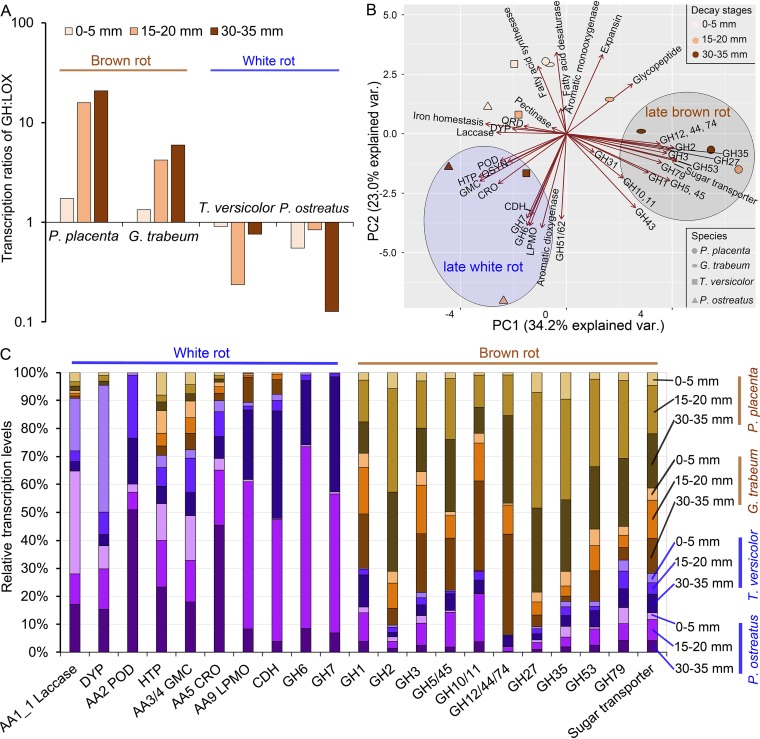
Distinct energy investment strategies of brown versus white rot fungi, reflected by GH transcription levels relative to those of LOX. (A) Transcription ratio of GH to LOX showing brown rot fungi express lignocellulose-degrading GHs at higher levels relative to LOX, particularly as decay progresses. (B) Principal-component analysis of expression levels (RPKM) of lignocellulose-degrading functional gene groups from different decay stages and phenotypes. (C) Relative expression levels of lignocellulose-degrading genes associated with white rot or brown rot, shown as a function of decay stage. QRD, benzoquinone reductase; QSYN, putative hydroquinone synthases, including phenylalanine ammonia-lyase and phenolic 3/4-*O*-methyltransferase; HTP, heme-thiolate peroxidase; DYP, dye-decoloring peroxidase; GMC, glucose-methanol-choline gene family, including AA3_2 GMC oxidoreductase, AA3_3 alcohol oxidase, AA3_4 pyranose oxidase, AA3_5 aryl-alcohol oxidase/pyranose dehydrogenase, AA4_vannilyl-alcohol oxidase, and AA7_glucooligosaccharide oxidase/chitooligosaccharide oxidase. Iron homeostasis includes iron reductase, iron permease, and AA1_2 ferroxidase; POD, class II peroxidase; CRO, copper radical oxidase; LPMO, lytic polysaccharide monooxygenase; CDH, cellobiose dehydrogenase.

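A principal component analysis was run on log10 of the summed RPKM of 47 gene families with members in all 4 species, over 12 species and section means. The first component held 36.0% of the variance, the second 18.7% and the third 13.2%. On the first, *P. placenta* lay at −1.03, −7.62 and −6.93 in the 3 sections from the front backward and *G. trabeum* at 1.65, −1.92 and −2.43, while *T. versicolor* lay at 2.89, 2.36 and 1.01 and *P. ostreatus* at 3.51, 3.00 and 5.51. Families with the strongest negative correlation with the component were GH27 (−0.95), GH18 (−0.90), GH12 (−0.85), GH53 (−0.83) and GH35 (−0.82), followed by GH5 (−0.80). Oxalate decarboxylase (−0.62), salicylate hydroxylase (−0.60) and glycolate oxidase (−0.56), which are oxidizing families, were negative too. The strongest positive ones were iron permease (0.85), heme-thiolate peroxidase (0.83), AA5 copper radical oxidase (0.75), phenol monooxygenase (0.74) and AA6 benzoquinone reductase (0.73). Laccase (0.69), GH92 (0.57), AA9 (0.55) and GH13 (0.47) were also positive, so the component does not part hydrolases from oxidizing families cleanly. The cellobiohydrolase families, absent from the brown rot genomes, could not enter. Among oxidizing families, class II peroxidases and dye-decoloring peroxidases, without a gene in *G. trabeum*, could not enter either. Nor could cellobiose dehydrogenase, without a gene in *P. placenta*. What the component parts is therefore known only for the 47 families that entered. The component places the species apart at the front already, so it mixes differences between species with differences between stages.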

Using PCA to analyze gene family expression levels of all decay stages/species further indicated that GH expression tended to be associated with late brown rot, while expression of some LOX and CBH genes was associated with late white rot (Fig. 5B). 

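In the deposited annotation, class II peroxidases number 1 gene in *P. placenta*, 0 in *G. trabeum*, 27 in *T. versicolor* and 9 in *P. ostreatus*. Monooxygenases of family AA9 number 2, 4, 18 and 29, copper radical oxidases 5, 2, 14 and 20, and laccases 3, 4, 8 and 11, in the same order. With 2 genomes per rot type an exact permutation test of one family cannot give a two-sided p below 0.333. Summed over family members at the front, copper radical oxidases stood at 338 and 501 RPKM in *P. placenta* and *G. trabeum* and at 1236 and 1280.5 in *T. versicolor* and *P. ostreatus*. Laccases at the front were lowest in *G. trabeum*, at 32.0 RPKM, and the class II peroxidase of *P. placenta* stayed at 1.32 to 2.23 RPKM in all sections.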

White rot was characterized by coding gene expansion in families of class II peroxidase, lytic polysaccharide monooxygenase, copper radical oxidase, and laccase (white rot versus brown rot, two-tailed paired *t* test, *P* < 0.005) (Table S3) (1, 7, 9) and had higher expression levels to match gene numbers (Fig. 5C). 

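Glycoside hydrolase genes, counted by InterPro domain, number 106 in *P. placenta*, 138 in *G. trabeum*, 169 in *T. versicolor* and 185 in *P. ostreatus*. GH3 has 6, 9, 12 and 12 genes, GH5 18, 19, 20 and 20, GH10 3, 4, 6 and 4, GH12 2, 2, 5 and 2, and GH27 3, 3, 4 and 7. GH45 has 2 genes in *P. ostreatus*, and the 1 gene of *T. versicolor* with this domain, Tve|g4569.t1, is described as a tubulin. GH11 has 2 and GH44 has 1, both in *P. ostreatus* only. At 30 to 35 mm GH12 summed to 35619 ± 10175 RPKM in *P. placenta* and 40852 ± 6253 in *G. trabeum*, against 3912 ± 2682 in *T. versicolor* and 228 ± 328 in *P. ostreatus* (SD, n = 3). GH3 stood at 5107 and 6816 RPKM in the brown rot species and 1298 and 949 in the white rot species, and GH10 at 5200.0 and 18011 against 2663 and 1128. GH27 was high in *P. placenta* alone, at 4373 RPKM against 604, 316 and 150 in *G. trabeum*, *T. versicolor* and *P. ostreatus*. At 15 to 20 mm *P. ostreatus* came closer, with 2729 RPKM of GH3 and 3727 of GH10.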

Brown rot fungi, however, expressed higher levels of GH despite having a contraction of GH-coding genes, such as in families of GH3, GH5/45, GH10/11, GH12/44/74, and GH27 (two-tailed paired *t* test, *P* < 0.001) (Table S3). These RPKM data reveal an energy trade-off that would not be apparent in a genome sequence analysis and that supports hypothesis/explanation 2 (fewer genes retained in genome, but those genes expressed more).

### Extra supports from enzyme presence and specific activities.

This distinction in GH investment between brown rot and white rot was supported by enzymatic activities, as was the timing (i.e., staggered “two-step”) of the brown rot mechanism. Overall, GH enzyme-specific activities, accounting for the proportion of GH in the total secreted proteins, were clearly higher in brown rot than in white rot (Fig. 6A; see Fig. S6 in the supplemental material). In line with the late upregulation of GH, most of the GH enzymatic activities increased with increasing decay intensity for all fungi, with the exceptions of pectinase and several side chain-cleaving GHs (Fig. 6A; see Fig. S6). As expected, laccase presence (via staining native PAGE gels) was detected only in early white rot (Fig. 6B). The H_2_O_2_ production followed the decreasing trend during brown rot, but not in white rot, in line with the expression patterns of related ROS-producing genes (Fig. 6C).

**FIG 6:**
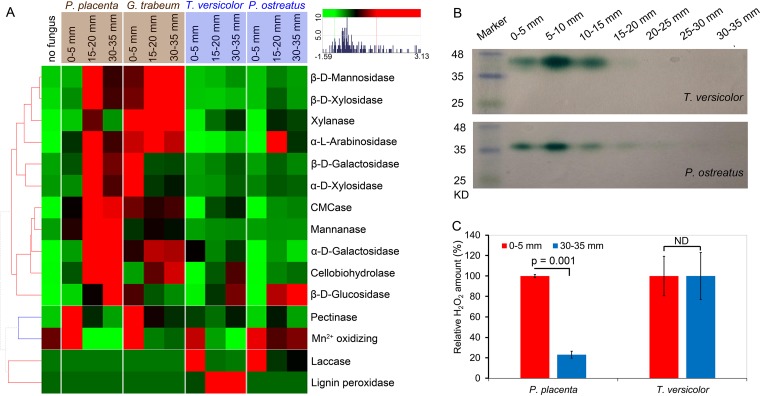
Specific activities of fungal enzymes in wood as a function of decay stage. (A) The specific enzyme activities (IU/μg extracellular proteins [hierarchically clustered]) were measured from sections with no fungus, 0 to 5 mm (i.e., hyphal front), 15 to 20 mm, and 30 to 35 mm, with three bioreplicates pooled from 24 wood wafers (i.e., *n* = 3, each with 8 wafers) (see Text S1 for methods and substrates used for enzymatic assays). The activities were shown as Z-score scaled values: red colors indicate higher levels, while green colors represent lower levels. Hierarchical clustering was made by using the “euclidean” distance matrix and “complete” clustering. (B) The presence and temporal expression of the representative wood-decaying enzyme laccase were confirmed in white rot fungi (*T. versicolor* and *P. ostreatus*) by SDS-PAGE by active staining with 2,2′-azino-bis(3-ethylbenzthiazoline-6-sulfonic acid) (ABTS). (C) Measurements of the wood-oxidizing agent H_2_O_2_ clearly indicated its decreasing trend during brown rot (*P. placenta*), but not white rot (*T. versicolor*). The H_2_O_2_ (nmol/g wood [relative amount]) were measured from sections of 0 to 5 mm and 30 to 35 mm. The significant differences were calculated with two-tailed paired *t* test.

10.1128/mBio.02176-19.6 FIG S6 Lignocellulose-degrading enzyme activities in wood-decaying fungi. Specific activities of lignocellulose-degrading enzymes, normalized to total secreted proteins (μg), were measured during wood decay with triple bioreplicates pooled from 24 wood wafers (i.e., *n* = 3, each with 8 wafers). The significant differences were calculated with two-tailed paired *t* test. *, *P* < 0.5; **, *P* < 0.01; ***, *P* < 0.001. Download FIG S6, TIF file, 1.7 MB. Copyright © 2019 Zhang et al. 2019 Zhang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

Our results narrow the pool of candidate ROS pathway genes by more than 10-fold from earlier work isolating differentially expressed, early upregulated genes, and they confirm in another brown rot fungus *G. trabeum* the same “staggered” LOX-then-GH pattern of gene expression discovered recently in *P. placenta* (23). By comparing with the white rot ancestral expression patterns, this builds a case that the formation of this staggered gene regulatory mechanism in brown rot was to some extent due to the temporal expression shift of LOX genes. This suggests that regulatory rewiring may have contributed to brown rot adaption, including *cis*-regulatory elements and *trans*-acting factors. Studies have shown that the transcription factors have been extensively altered in Basidiomycetes that include most of the wood-decaying fungi, after divergence from Ascomycetes (11).

Differential expression across mycelia colonizing wood likely allows fungi to stage the release of plant cell wall components in a certain order, a sequence that distinguishes brown from white rot deconstruction patterns. A key barrier that both brown and white rot fungi face in degrading plant cell walls is the spatial heterogeneity of the cell wall structure, composed of cellulose microfibrils surrounded by hemicellulose and lignin, as well as pectin and glycoproteins that “gel” the matrix, particularly in the middle lamella (38, 39). To surmount these barriers and release soluble sugars from carbohydrate polymers, brown rot fungi apparently rely on nonenzymatic low-molecular-weight ROS oxidants (e.g.,·OH) to “loosen” the cell wall matrix (40, 41), while white rot fungi confront lignin more directly using ligninolytic peroxidases (42–44). This metabolic distinction reveals itself in the “signatures” we see in wood, where carbohydrate loss outpaces lignin loss during brown rot, and vice versa during white rot (3). Our transcriptomic patterns support this mechanistic distinction between brown and white rot fungi, and our data improve annotations and contribute functional information to enable comparative genomics.

By viewing the whole transcriptome profiles as gene functional clusters, rather as gene-by-gene patterns of differential expression, we found another important and broad distinction between the transcript and enzyme investments of brown and white rot fungi among functional gene classes. Brown rot fungi have been conventionally characterized by contractions in gene families, including GHs (1, 10, 14), yet we observed that the additive expression levels (via RPKM summation) for the small set of GHs in brown rot genomes were consistently and collectively higher than those in the larger set of GHs in white rot fungi (Fig. 5A and C). This likely relates to the fact that white rot fungi must not only invest in more types of GHs but they must also divert energy from GH expression to express PODs, copper radical oxidases (CROs), and LPMOs. This may also explain another distinction between brown and white rot fungi—the loss of carbon catabolite repression (CCR) among brown rot fungi (45). 

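Over all glycoside hydrolases, summed RPKM was 20972 ± 6011 at the front, 96963 ± 14875 at 15 to 20 mm and 114105 ± 22400 at 30 to 35 mm in *P. placenta*, and 18806 ± 5612, 52403 ± 16003 and 111201 ± 15591 in *G. trabeum* (SD, n = 3). In *T. versicolor* it was 12475 ± 1386, 14458 ± 2957 and 47105 ± 27711, and in *P. ostreatus* 11648 ± 6239, 69059 ± 9208 and 16489 ± 11845 (SD, n = 3). At 15 to 20 mm *P. ostreatus* was thus above *G. trabeum*. At 30 to 35 mm the lowest brown rot mean was above the highest white rot mean, and *P. ostreatus* had already passed its peak. Single genes carry much of the sums in 3 species. At 30 to 35 mm, Ppl|g3863.t1 gave 31.1% of the sum in *P. placenta*, Gtr|g8881.t1 gave 36.6% in *G. trabeum*, and the cellobiohydrolase Tve|g535.t1 gave 23.9% in *T. versicolor*. In *P. ostreatus* the highest gene, Pos|g5279.t1, gave 7.46%. RPKM is a share of the reads of a library, and comparing sums between species assumes that the rest of the transcriptome is alike.

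**Figure D3:**
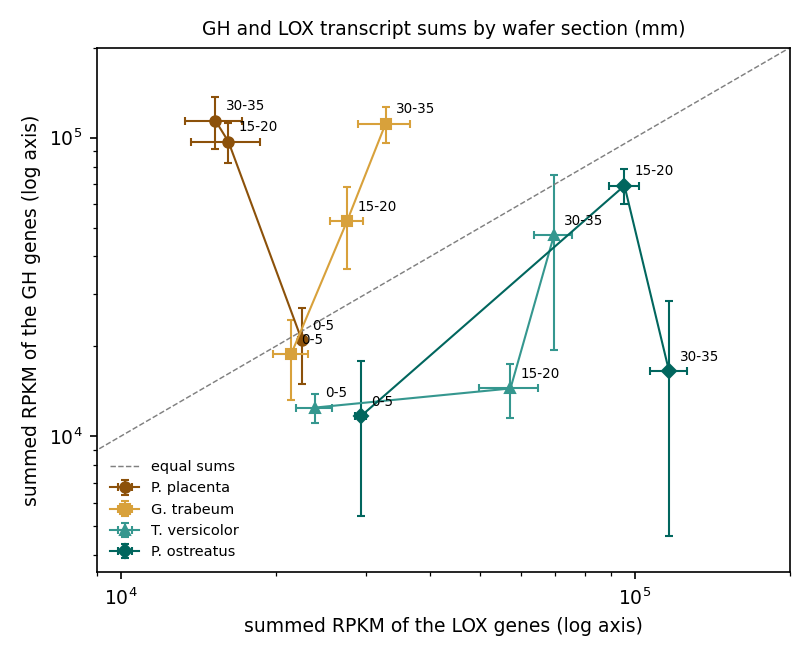
Summed RPKM of glycoside hydrolase genes against summed RPKM of lignocellulose-oxidizing genes in the 3 wood sections of the 4 species, mean and SD of 3 bioreplicates on log axes. The dashed line marks equal sums.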

White rot fungi, at least the types we tested here that degrade lignin and carbohydrates at similar rates (simultaneous white rot [3]), may proceed more slowly than brown rot on a strain-by-strain basis due to this requirement for sustained lignin degradation, demanding stricter induction/suppression control of gene expression to save energy. It is logical that a brown rot pathway would offer a fundamental advantage in terms of growth efficiency over a white rot pathway.

Given this advantage, one could argue this might explain why brown rot evolved multiple times from white rot ancestral clades. If, however, brown rot fungi alleviated the need for lignin degradation and gained an energetic advantage over their white rot ancestors, a key question arises: why is white rot more common than brown rot in nature (46)? White rot nutritional modes often dominate fungal communities and wood decay processes in tropical (47) and temperate studies (48), and a meta-analysis of polypore studies (2,428 species records, total) by Ryvarden (49) virtually excluded brown rot from low-elevation tropical and temperate systems below 35°N latitude. This range restriction for brown rot fungi has traditionally been attributed to a substrate preference for conifers (e.g., see reference 49); however, conifers (gymnosperms) are more ancient than angiosperms, while white rot fungi are more ancient than brown rot fungi (6), misaligning coevolution or comigration of brown rot fungi with their conifer tree hosts.

It is possible, instead, that the energetic advantages conferred by the brown rot mechanism are kept in check in nature by ecological, not biological constraints. Community factors, including “cheater” bacteria and fungi that pilfer extricated sugars before absorption by fungi (outlined by Travisano and Velicer [50]), may limit the advantages of a diffuse brown rot pretreatment to environments with less competition such as the higher stress environments found at higher altitudes and latitudes. A streamlining of energy investment in secreted enzymes may only pay off in metabolic “returns” when there is less risk that sugars will be acquired by other organisms before sugars are transported to within the fungal cell wall. Establishing the potential ecological and environmental pressures shaping evolution and limiting the occurrence of brown versus white rot would, in this light, seem an essential pursuit for future research—to link these fungal genomes to the key traits that control this balance of wood rot type on Earth.

Overall, this work implies that brown rot evolution involved shifts in energy investment strategies as much as shifts in gene portfolios or development of novel ROS pathways (supporting explanation 3, outlined in the introduction). This energy return on investment may be a useful framework to understand these fungi in nature, as research in this area moves forward in the fields of biology, ecology, and evolution.

## MATERIALS AND METHODS

### Wood wafer colonization by brown or white rot fungi.

Directional growth of fungi within wood wafers was used to create a sequence of fungal wood decay stages, a space-for-time approach described previously (23). Sterilized aspen (*Populus* sp.) wood wafers (length by width by thickness = 60 by 25 by 2.5 mm) were propped in microcosms with the 25-mm edge resting on the soil surface, colonized from the base by one of four test fungi. The soil medium was a 1:1:1 mixture of soil, peat, and vermiculite hydrated to 40 to 45% (wt/vol) moisture content. Four model wood-decaying Agaricomycetes from distant clades were used in this work, including two brown rot fungi, *Postia* (now *Rhodonia*) *placenta* ATCC 44394 (Polyporales) and *Gloeophyllum trabeum* ATCC 11539 (Gloeophyllales), and two white rot fungi, *Trametes versicolor* A1-ATF (Forest Pathology culture collection, University of Minnesota, USA) (Polyporales) and Pleurotus ostreatus ATCC 32237 (Agaricales). These fungal strains were maintained on 1.5% (wt/vol) malt extract agar prior to inoculating microcosms.

Wafers were harvested when fungi had progressed 50 mm up the length of a wafer. By defining the visible hyphal front as a benchmark (0 mm), four 5-mm sections (5 by 25 by 2.5 mm) were extracted: one from 5 mm above the hyphal front (no fungus), one that included the hyphal front (0 to 5 mm), and two from further behind the hyphal front (15 to 20 and 30 to 35 mm) (Fig. 1A). Three bioreplicates were used by pooling the relevant sections from eight wafers as one bioreplicate. Fungal presence was measured as ergosterol in nondried, fresh wood sections ground in liquid N_2_ (51). Mass loss and dilute alkaline solubility (DAS), indicative of early brown rot wood modifications (22) and distinguishing brown from white rot (3), were determined in oven-dried wood sections (100°C, 48 h), using sawdust (20-mesh) solubility (%) in 0.2 M NaOH (15 min, 121°C) for DAS (3, 22). Significance of differences of the physiochemical results along the advancing mycelium were calculated by one-way analysis of variance (ANOVA) with *post hoc* Tukey’s honestly significant difference (HSD) test (α = 0.05).

### Global gene expression and single-gene validation.

Total fungal RNA was extracted from fresh wood sections with TRIzol (Life Technologies, CA, USA) and cleaned up with a Qiagen RNeasy minikit (Qiagen, Inc., MD, USA) prior to RNA sequencing or quantitative RT-PCR (qRT-PCR), a method validated by Zhang et al. (23). TruSeq RNA v2 libraries (36 in total) were prepared and sequenced on a HiSeq 2500 system (Illumina, Inc., CA, USA) with the standard protocols. Raw RNA-seq reads were trimmed for Truseq2 adapters and for low-quality sequence with Trimmomatic (v0.33) (52), and quality control was integrated using FastQC (v0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The remaining reads were mapped to reference genomes using Genomic Short-read Nucleotide Alignment Program (GSNAP) (53). BRAKER1 (v1.8), a recently developed algorithm (54), was used to annotate genomes by incorporating the above-described RNA-seq mapping data. These newly annotated genomes were compared with the Joint Genome Institute (JGI [http://jgi.doe.gov/]) annotations, testing the location of RNA-seq reads relative to exons and significantly improving annotations for all four fungi (Fig. S1). The aligned read counts were computed using the “featureCounts” function of the Rsubread package (v1.22.2) (55) and normalized as reads per kilobase of transcript per million mapped reads (RPKM) for gene expression levels. The test of differential expression was made using edgeR’s (v3.14) “glmQLFit” routine on the design matrix (56). The profiling data for whole-genome transcripts and differentially expressed genes (DEGs) for pairwise comparisons are available in Data Set S1 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189 (Gene Expression Omnibus database accession no. GSE108189 [for details, see Text S1 in the supplemental material]).

qRT-PCR was used to verify RNA-seq results by testing expression levels of 57 lignocellulose-degrading genes. Primers were designed with Primer Premier 5.00 (see Data Set S2 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189). The qRT-PCR procedures used in our previous work were applied in this work (23). About 100 ng of total RNA was reverse transcribed to cDNA with a PrimeScript RT reagent kit (Clontech Laboratories, CA, USA) and then used for qPCR with iTaq Universal SYBR green Supermix (Bio-Rad, CA, USA) in an Applied Biosystems 7900HT system (Thermo Fisher Scientific, Inc., MA, USA). Cycle threshold (*C_T_*) values were calculated by Applied Biosystems SDS 2.4.1 software and used for transcription-level estimation by the comparative *C_T_* method, normalizing against β-actin/tef1 genes which have been validated as stably expressed genes (23, 57).

### DEGs in early versus late decay.

With the DEGs obtained by pairwise comparisons among wafer sections, the “decay-stage-dependent” DEGs, i.e., early or late upregulated genes, were defined according to the decreasing or increasing expression trend during decay, respectively (see detailed criteria in Text S1 in the supplemental material). These “decay-stage-dependent” DEGs were compared among fungal species by assigning orthologous groups and overlaying using a Venn diagram (Venny 2.1.0 [http://bioinfogp.cnb.csic.es/tools/venny/]). Orthologous groups among the four fungi were identified via BLAST pairwise reciprocal-best-hit genes and then clustered using OrthoMCL program (v2.0) (58) (see Data Set S1 available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108189). The orthologous groups for these four tested fungi were well identified, with the majority (62%) containing a single sequence from each of the four fungi. Overall similarities of gene expression trends were compared among species by using the early to late expression ratios of 2,093 ortho-DEGs, which contains all “decay-stage-dependent” DEGs that have orthologues. The early-to-late expression ratios were calculated by log_2_[0- to 5-mm RPKM/avg (15- to 20-mm RPKM, 30- to 35-mm RPKM)] and used to evaluate the correlations among fungal samples by Spearman’s method. Hierarchical clustering of correlation matrix was made by using “euclidean” distance matrix and “complete” clustering in heatmap.2.

### Functional annotation of fungal genomes.

The BRAKER1 annotated protein sequences in this work were queried against the nonredundant (nr) protein sequence database using BLASTP (v2.2.28) (59) (https://blast.ncbi.nlm.nih.gov/), and functional domains were searched with InterProScan (v5.17-56) (60) (http://www.ebi.ac.uk/interpro/). The search outputs of BLASTP and InterProScan were then input into Blast2GO (v4.0.7) (61) to create merged annotation files. More than 70% of genes could be assigned Gene Ontology terms or InterPro domain, indicating the improved genome annotation of this work compared to JGI’s database (Fig. S1).

Focusing on functions related to plant cell wall decomposition, lignocellulose-degrading gene families were manually annotated according to the Carbohydrate-Active enZYmes database (http://www.cazy.org/) and relevant literature (Table S3) and then classified as LOX and GH genes in terms of their oxidative and hydrolyzing roles, respectively. Specifically, these gene families were searched in four tested fungi using blastp (v2.2.28) with well-characterized proteins or by functional domain of the InterPro protein signature database. Gene functions were then verified again via blastp in NCBI using the stringent UniprotKB/Swiss-Prot database, as well as by phylogenetic analyses in Jalview (v2.10.1) (62–64) (see Text S1 in the supplemental material for gene functional annotation). For class II peroxidases (i.e., lignin peroxidase, manganese peroxidase, and versatile peroxidase), the functions were further assigned according to the catalytically active tryptophan and three “Mn binding” acidic amino acid residues (two glutamic acid, one aspartic acid) (7). Expression levels (RPKM) of these gene families were analyzed by principal-component analysis in RStudio (v1.0.143) (http://www.rstudio.org).

### Protein extraction and enzyme activities.

Total extracellular proteins from individual wood sections were extracted in 0.5 M NaCl for 48 h with stirring at 4°C. The extracts were filtered to remove the wood/fungal debris, and protein concentrations were measured using the Bio-Rad protein assay kit (Bio-Rad, CA, USA).

Activities of endoglucanase, xylanase, mannanase, and pectinase were determined as released reducing sugars (via dinitrosalicylic acid reagent) using four model substrates (final concentration of 0.25%): carboxymethyl cellulose, birchwood xylan, locust bean gum (glucomannan), and polygalacturonic acid (65). Lignocellulose-oxidizing enzymes laccase and lignin peroxidase, along with manganese-oxidizing activities, were measured by oxidizing 1 mM 2,2′-azino-bis(3-ethylbenzothiazoline-6-sulfonic acid), 0.03 M azure B, or 1 mM 2,6-dimethoxyphenol, respectively. Cellobiohydrolase, β-d-glucosidase, β-d-xylosidase, α-d-xylosidase, β-mannosidase, β-d-galactosidase, α-d-galactosidase, and α-l-arabinosidase activities were measured by using the corresponding 4-nitrophenyl derivatives as the substrates (66–68). All activities were presented as units per microgram of extracellular proteins (specific activity). The presence of laccase secreted during wood decay was also assessed by native PAGE gel staining with 0.5 mM ABTS [2,2′-azinobis(3-ethylbenzthiazolinesulfonic acid)] as the substrate (66) (see the Text S1 in the supplemental material for more details). Extracellular H_2_O_2_ was measured by using Amplex Red 10 (69).

# Supplementary material for: Gene Regulation Shifts Shed Light on Fungal Adaption in Plant Biomass Decomposers
**Source:** mBio. 2019 Nov 19;10(6):e02176-19. doi: 10.1128/mBio.02176-19
**Supplement:** TEXT S1

**Supplementary information**

***Supplementary Information Narrative***

Contents, by page number (*sub-sections not included*):

**Page Section**

1 1. RNA-seq analyses

2 2. Comparison of stage-dependent genes among species

4 3. Protein function annotation

4 4. In silico analysis of brown rot unique ortholog

6 5. Lignocellulose-degrading enzymes determination

1. ***RNA-seq analyses***

TruSeq RNA v2 barcoded libraries (36 in total, i.e., 4 species × 3 wood sections × 3 bioreplicates; average insertions ≈ 200 bp) were prepared and sequenced on a 125 bp paired-end run on the HiSeq 2500 System (Illumina, Inc.) using v4 chemistry (23). RNA-seq was performed at the University of Minnesota Genomics Center (http://genomics.umn.edu/). A total of ≥260 million reads were generated for each species in a single sequencing flow cell lane, and this generated 20-30 million pass filter reads for each sample.

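Estimated from the RPKM steps, the median number of counted reads per library hardly differed between sections. From the front backward it was 26.9, 27.7 and 26.1 M in *P. placenta*, 19.4, 19.55 and 19.8 M in *G. trabeum*, 23.7, 23.6 and 22.8 M in *T. versicolor*, and 17.1, 18.3 and 17.4 M in *P. ostreatus* (M for 1000000). The medians at 30 to 35 mm differed from those at the front by −2.94, 2.11, −3.75 and 1.57%.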

The RNA-seq reads were analyzed using the following pipeline: 1) reads were cleaned up with Trimmomatic, 2) reads were aligned with Genomic Short-read Nucleotide Alignment Program (GSNAP), 3) genomes were annotated using BRAKER1 by incorporating RNA-seq data, 4) gene expression levels (RPKM) were calculated and differentially-expressed genes (DEGs) were determined using edgeR.

Specific to step one of the analytical pipeline, the raw reads were first trimmed for Truseq2 adapters and for low-quality sequence with Trmmomatic (v0.33) (`ILLUMINACLIP:TruSeq2-PE.fa:2:30:10:8:no LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36`) (52). Quality control of the trimmed reads was performed with FastQC (v0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

Second, all remaining paired end reads were mapped to the respective reference genome using GSNAP with parameters optimized for somewhat distant sequence identity (`--max-mismatches=40 --gmap-min-match-length=3 --novelsplicing=1 --localsplicedist=5000 --distant-splice-penalty=2`) (53). The reference genomes, including *Postia placenta* MAD-698-R-SB12 v1.0, *Gloeophyllum trabeum* v1.0, *Trametes versicolor* v1.0 and *Pleurotus ostreatus* PC15 v2.0 were downloaded from JGI (Joint Genome Institute, http://jgi.doe.gov/) and used for alignment. The mapping rates reached 99%, 99%, 96% and 88% for *P. placenta*, *G. trabeum*, *T. versicolor* and *P. ostreatus*, respectively.

Third, RNA-seq reads mapping data were used as input to BRAKER1 (v1.8) (54), an improved gene prediction model that combines the strengths of two leading prediction tools, Augustus and GeneMark. BRAKER1 uses GeneMarks ability to train on raw RNA-seq data mappings to the genome in order to learn organism-specific gene characteristics (e.g., intron and exon size distributions, start and stop signals, splice signals). The initial gene models produced by GenMark are then automatically fed into Augustus to improve its base gene discovery. We used SAMtools to sort and then merge all 9 RNA-seq mappings from each organism into a single BAM file. Then BRAKER1 was run using the –fungus option on this merged input file. BRAKER1 produced protein fasta and gene coordinate (gtf) files for each organism (Gene Expression Omnibus database accession no. GSE108189). These newly annotated gene models were compared with JGI’s genome annotation by testing the location of RNA-seq reads relative to exons (**Fig. S1d**).

Fourth, differentially-expressed genes among the three wood sections (0-5 mm, 15-20 mm, 30-35 mm) for each organism were computed using the edgeR package v3.14 (56). Read counts were computed using the `featureCounts` routine (55) in the Rsubread package v1.22.2 (`useMetaFeatures=TRUE, isPairedEnd=TRUE`). To avoid retaining spurious genes in the noise across all samples, genes had to have at least one count-per-million of 5 in 3 of the 9 samples to be tested for differential expression. Reads Per Kilobase of transcript per Million mapped reads (RPKM) was used to represent gene expression level. The test of differential expression was made using edgeR's `glmQLFit` routine with F-test on the design matrix (56). Using the appropriate coefficient from the test, we obtained a ranked list of the most differentially-expressed genes across any pair of conditions (Gene Expression Omnibus database accession no. GSE108189; **Dataset S1**).

1. ***Comparison of stage-dependent genes among species***

***2.1 Definition of ‘decay-stage-dependent’ genes*** The ‘decay-stage-dependent genes’, i.e., early- or late-upregulated genes, were defined according to the decreasing or increasing expression trend during decay, respectively. 1) The differentially-expressed genes for paired wood sections were first selected using a fold change threshold > 4 and FDR < 0.05. 2) These DEGs were then assigned to four decreasing (e.g., І, П, Ш and ІV) and four increasing (e.g., V, VI, VП, VШ) expression trends (GSE108189 **Dataset S3 and Fig. S3**) according to the criteria: **І**, 0-5 mm or 15-20 mm vs. 30-35 mm > 4-fold, FDR < 0.05 and FDR for 15-20 mm vs. 0-5 mm > 0.05; **П**, 0-5 mm vs. 30-35 mm > 4-fold, FDR < 0.05 and 0-5 mm > 15-20 mm, FDR < 0.05 and 15-20 mm > 30-35 mm, FDR < 0.05; **Ш**, 0-5 mm vs. 15-20 mm or 30-35 mm > 4-fold, FDR < 0.05 and 0-5 mm > 15-20 mm, FDR < 0.05 and 0-5 mm > 30-35 mm, FDR < 0.05 and FDR for 30-35mm vs. 15-20 mm > 0.05; **ІV**, 0-5 mm vs. 15-20 mm > 4-fold, FDR < 0.05 and 0-5 mm > 30-35 mm > 15-20 mm, FDR for 30-35 mm vs. 0-5 mm < 0.05; **V**, 30-35 mm vs. 0-5 mm or 15-20 mm > 4-fold, FDR < 0.05 and FDR for 15-20 mm vs. 0-5 mm > 0.05; **VI**, 30-35 mm vs. 0-5 mm > 4-fold, FDR < 0.05 and 15-20 mm > 0-5 mm, FDR < 0.05 and 30-35 mm >15-20 mm, FDR < 0.05; **VП**, 30-35 mm or 15-20 mm vs. 0-5 mm > 4-fold and FDR for 15-20 mm vs 0-5 mm < 0.05 and FDR for 30-35 mm vs 0-5 mm < 0.05 and FDR for 30-35 mm vs 15-20 mm > 0.05; **VШ**, 15-20 mm vs. 0-5 mm > 4-fold, FDR < 0.05 and 30-35 mm < 15-20 mm, FDR < 0.05, or 15-20 mm vs. 0-5 mm > 4-fold, FDR < 0.05 and FDR for 30-35 mm vs. 15-20 mm > 0.05 and FDR for 30-35 mm vs. 0-5 mm > 0.05. Only DEGs in these eight expression trends were analyzed downstream as decay-stage-dependent genes. The DEGs in group I, II, III, IV were combined as early upregulated genes, showing upregulation at the advancing hyphal front (i.e., 0-5 mm). Comparatively, these in group V, VI, VII, VIII were pooled as late upregulated genes, showing upregulated expression at later decay sections (i.e., 15-20 mm and 30-35 mm).

***2.2 Orthologous gene group identification*** To make the comparison of DEGs among different organisms, the orthologous gene groups of four tested fungi were identified. Following the OrthoMCL program (v2.0) (58), a protein blast database was created by prefixing each protein sequence ID with a 3-letter species code, and concatenating all four proteomes into a single fasta file. Then all-vs-all `blastp` (`-evalue 1e-5 -outfmt 7`) was run with the formatted database. A custom perl script was used to identify reciprocal best hits in the tab-delim output file, and suppress the output of all secondary hits. Then clustering of these hits was performed using the fuzzy-logic clustering MCL program (`-I 2.0`) to generate tight orthologous groups. Inspection of these groups revealed that the majority of them (62%) contained a single sequence from each of the 4 fungi, but some had variations (e.g., multiple sequences from one or more fungi added, or missing representatives from one or more fungi) (GSE108189 **Dataset** **S1**). 

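In the deposited ortholog table, 5453 of 8567 groups, 63.7%, have exactly 1 gene in each of the 4 fungi. A gene in all 4 fungi is present in 5707 groups, in 3 of the fungi in 1265 and in 2 in 1595. The groups place 7379 genes of *P. placenta*, 7505 of *G. trabeum*, 7774 of *T. versicolor* and 7301 of *P. ostreatus*. The table names 1049 genes by an alternative transcript, which was read as the gene.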

When comparing genes among species, the same MCL ID was assigned to genes from one orthogroup, while species-specific ID was used for that without orthologues in other species.

***2.3 DEGs that are ‘unique to white rot’ and ‘common to all’*** The decay-stage-dependent ortho gene comparisons also revealed 187 DEGs with patterns unique to white rot, and 40 genes with a shared differential regulation pattern among all of the test wood-decaying types.

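Among the early groups shared by all 4 fungi were ribonucleotide reductase (MCL_2777), histone H3 (MCL_4832), a cyclin (MCL_0573), a peroxiredoxin (MCL_0927) and a sphingolipid methyltransferase (MCL_1910), picked from the 27 by annotation after the values were seen. The small secreted protein of MCL_4101 fell by log2 fold changes of −6.30, −6.99, −4.01 and −5.63 in *P. placenta*, *G. trabeum*, *T. versicolor* and *P. ostreatus*. By family, the 27 groups hold 1 with an oxidizing gene and 1 with a nucleosome gene.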

Among the DEGs in common among the fungi, 30 genes were upregulated in early decay, including 9 for cell proliferation and lipid metabolism. Ten of these shared DEGs were upregulated in later decay stages, including GH12 xyloglucan-specific endo-β-1,4-glucanase (MCL_5209), GH79 β-glucuronidase (MCL_0585) and two sugar transporters (MCL_4895 and MCL_1336) (**Table S2a, b**).

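The xyloglucan endoglucanase group MCL_5209 had the largest rises. Ppl|g3863.t1 rose from 854 ± 400.0 to 35463 ± 10262 RPKM between the front and 30 to 35 mm, Gtr|g8881.t1 from 648 ± 92.9 to 40728 ± 6275 and Tve|g5012.t1 from 26.8 ± 6.74 to 3738 ± 2552 (SD, n = 3), with log2 fold changes of 5.42, 5.97 and 6.69 (adjusted p = 1.4e-04, 6.6e-05 and 9.9e-04 from limma). Pos|g6847.t1 rose at 15 to 20 mm, to 795 ± 199.8 from 5.71 ± 0.72 RPKM (SD, n = 3), a log2 fold change of 6.87 (adjusted p = 0.001 from limma). GH79 genes of MCL_0585 rose by 3.22 in Ppl|g13479.t1, 2.04 in Gtr|g10196.t1 and 2.69 in Tve|g8666.t1 at 30 to 35 mm, and by 2.70 in Pos|g9592.t1 at 15 to 20 mm (adjusted p = 3.9e-04, 4.2e-04, 0.0024 and 0.0065 from limma). The sugar transporters of MCL_4895 rose by 3.85 (Ppl|g14235.t1), 3.58 (Gtr|g8071.t1) and 3.09 (Tve|g11218.t1) at 30 to 35 mm and by 2.43 (Pos|g5421.t1) at 15 to 20 mm. Those of MCL_1336 rose by 3.55 (Ppl|g12490.t1), 3.54 (Gtr|g12005.t1) and 2.48 (Tve|g2266.t1) and, at 15 to 20 mm, by 2.62 (Pos|g10874.t1, adjusted p = 9.8e-04 from limma). Of the 13 late groups shared by all 4 fungi, 3 hold glycoside hydrolases, 2 sugar transporters and 2 aldo/keto reductases.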

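Of the early white rot groups, 80 had 1 gene in each species. A brown rot ortholog also fell at an adjusted p under 0.05 in limma in 75 of the 80, and both brown rot orthologs did in 48. In the z test between rot types 73 of the 80 differed at an adjusted p under 0.05, 7 of them above 4-fold. Selecting groups called in one rot type only favours such differences. In 5 of the 103 early white rot groups neither brown rot species has a gene.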

Among the 187 white rot-specific DEGs, 108 were upregulated in early decay (**Table S2c**). Most of these (73 of 108) were associated with basic biological processes such as amino acid/lipid/nucleotide metabolism, protein synthesis, respiration, cell proliferation and cell wall/membrane synthesis. Six genes were also associated with toxin production or detoxification. 

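Of the late white rot groups, 11 hold lignocellulose-oxidizing genes, 8 of them of auxiliary activity families and 6 of these of AA9. GH genes by domain are present in 3 of the 79 with the main settings. With replicate B left out they were in 6 and with median-ratio scaling in 6, so this count is small and moves with the settings. In 22 of the 79 groups no brown rot species has a gene. In 16 of the 45 groups with 1 gene in each species, at least 1 brown rot ortholog also rose at an adjusted p under 0.05 in limma. In the z test between rot types 40 of the 45 differed at an adjusted p under 0.05, 30 of them above 4-fold. Their selection favours such differences too.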

Among the remaining DEGs upregulated in later decay stages during white rot, 22 of 79 could be linked to lignocellulose-degrading roles, of which eight encode GHs, and eight are auxiliary activities (AA) family genes. This included five AA_9 lytic polysaccharide monooxygenases (**Table S2d**). 

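Genes with a cellulose-binding domain are present in 9 of the 79 late white rot groups. Over all genes with that domain, 17 of 24 tested were late in *T. versicolor* and 35 of 49 in *P. ostreatus*. Adjusted over these genes alone, 20 were late in *T. versicolor*.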

Unlike the glycosyl hydrolases in late brown rot, 10 of these white rot genes upregulated in later decay stages had cellulose-binding domains (CBDs).

1. ***Protein function annotation***

***3.1 Protein function annotation with Blast2GO*** The protein fasta files of four fungi generated by BRAKER1 (v1.8) were then processed with `blastp v2.2.28` against `nr` (`-outfmt 5 -evalue 1e-3 -word_size 3 -show_gis -num_alignments 20 -msx_hsps_per_subject 20`) (<https://blast.ncbi.nlm.nih.gov/>) (59), and with `interproscan v5.17-56` (<http://www.ebi.ac.uk/interpro/>) (60). The XML output files from these tasks were fed into Blast2GO v3.3 (61), to create merged annotation files. The percentage of gene models with Gene Ontology or InterPro annotations in this work were summarized (**Fig. S1a, b, c**).

***3.2 Functional annotation of lignocellulose-degrading genes*** The lignocellulose-degrading genes, categorized according to lignocellulose-oxidizing (LOX) and glycoside hydrolyzing (GH) functions, were searched among wood-decaying fungi using the following pipeline: 1) BlastP (v2.2.28) search in relevant fungal genomes with the amino acid sequences of well-characterized proteins (**Table S3**), and select the hit sequences with score > 100, 2) search the target InterPro domains (InterPro 56.0) (https://www.ebi.ac.uk/interpro/), 3) search the target genes assigned by Blast2Go (v4.0.7), 4) combine the sequences obtained from step 1, 2 and 3, and 5) verify the sequences from step 4 using BlastP in NCBI (https://blast.ncbi.nlm.nih.gov/Blast.cgi) using the UniprotKB/Swiss-Prot database. Gene names were then assigned according to the following criteria: accept the gene name of database if BlastP score > 200; record as “putative gene” if 200 > score > 80; record as “hypothetical gene” if 80 > score > 50; or record as “possible gene” if score < 50. The final step in this process was phylogenetic analysis in Jalview (v2.10.1) (62) to lend additional verification to gene function (**Table S3**).

Expression levels (RPKMs) of CAZY gene families were analyzed by principle component analysis in RStudio (v1.0.143) (http://www.rstudio.org). Package ‘ggfortify’ (https://cran.r-project.org/web/packages/ggfortify/index.html) was used, and package ‘ggbiplot’ (https://www.rdocumentation.org/packages/ggbiplot/) was used to plot the figure. The raw expression data can be found in “GSE108189_Dataset_S4.Expression_levels_of_lignocellulose-oxidizing_and_glycoside_hydrolase_gene_families.xlsx”. Default parameters used for PCA in R, as ‘prcomp(dataxxx, center = TRUE, scale. = TRUE)’.

1. ***In silico analysis of brown rot unique ortholog***

***4.1 Amino acid alignment***, ***phylogenetic tree and sequence*** ***conservation analysis*** Amino acid sequences were aligned using MafftWS (version 7.310) (63) with preset E-INS-i (accuracy-oriented) and scoring matrix BLOSUM62. Neighbor-Joining trees were created by MEGA7.0.18 (64) with Poisson correction and with bootstrapping of 1000. The sequence conservation logos were created by WebLogo 3 (http://weblogo.threeplusone.com/).

***4.2 In silico analysis of brown rot ferric reductase*** ***ortholog MCL_3182*** InterProScan (5.25-64.0) and Pfam (31.0) searching indicated that *MCL_3182* (*Ppl|11280.t1* and *Gtr*|*5098.t1*) encodes a membrane integrating ferric reductase superfamily protein. This superfamily includes two homologous family enzymes ferric reductases (FRE) and NADPH oxidases (NOX), and both contain a heme-containing 6 transmembrane ferric reductase domain and two C-terminal cytoplasmic FAD-binding and NADPH-binding domains (**Fig. S4a**) (70). FREs catalyze the reduction of ferric iron to ferrous form, while NOXs transfer electrons to oxygen to generate ROS, and NOX enzymes have been proven involved in pathogenicity as fungi infects plant and degrade plant cellulose (26, 27). This brown rot MCL_3182 showed ~25% aa identity to characterized ferric reductase and NADPH oxidase (BlastP with SwissProt database), indicating its possible roles in either transferring electrons to ferric iron or oxygen to generate ROS.

To further identify the function of brown rot MCL_3182, amino acid sequences of 11 characterized FREs and eight NOXs were aligned and the sequence conservation of these two families were analyzed (**Fig. S4b**). The following FERs and NOXs were used: *Botrytis cinerea* NOX1_CAP12516.1, *Botrytis cinerea* NOX2_CAP12517.1, *Podospora anserine* NOX1_CDP22559.1, *Podospora anserina* NOX2_CDP30078.1, *Aspergillus nidulans* NOX1_Q8J0N4, *Epichloe festucae* NOX1_Q2PEP0, *Magnaporthe grisea* NOX1_ABS01490.1, *Magnaporthe grisea* NOX2_ABS01491.1, *Saccharomyces cerevisiae* FRE1_P32791.1, *Saccharomyces cerevisiae* FRE2_P36033.1, *Saccharomyces cerevisiae* FRE3_Q08905.1, *Saccharomyces cerevisiae* FRE4_P53746.1, *Saccharomyces cerevisiae* FRE5_Q08908.1, *Saccharomyces cerevisiae* FRE6_Q12473.1, *Saccharomyces cerevisiae* FRE7_Q12333.2, *Saccharomyces cerevisiae* FRE8_Q12209.1, *Eremothecium gossypii* FRE8_Q75CQ8.1, *Schizosaccharomyces pombe* FRE1_Q04800.1, *Schizosaccharomyces pombe* FRE2_O94727.1. Four His positions and one Phe, contributing to heme binding, were highly conserved in both FERs and NOXs, and exist in brown rot MCL_3182 (Ppl|11280.t1 and Gtr|5098.t1). Although the conserved ROS-generating relevant positions (His and Thr-Gly) (70) were replaced by Arg and Val-Gly in Ppl|11280.t1, and by Lys and Val-Gly in Gtr|5098.t1, the similar ammonium cation of these positively charged amino acids might retain the functions of NOX for ROS generation.

***4.3 In silico analysis of brown rot heme-thiolate peroxidase/peroxygenase*** ***ortholog MCL_2183*** InterProScan (5.25-64.0) and Pfam (31.0) searches showed that MCL_2183 (Ppl|4414.t1 and Gtr|2796.t1) has the peroxidase family 2 domain, and BlastP search in swissprot found it has 30-35% aa identities with *Caldariomyces fumago* CPO_P04963.3 and *Agrocybe aegerita* APO_B9W4V6.1, indicating *MCL_2183* encodes the heme-thiolate peroxidase/peroxygenase. Phylogenetic relationships (**Fig. S5a**) of wood-decaying heme-thiolate peroxidase/peroxygenase (HTP) and class II peroxidase (POD, e.g., LiP, MnP and VP), dye-decoloring peroxidase (DYP) were analyzed by Neighbor-Joining method in MEGA7.0.18 with bootstrapping of 1000, after amino acid alignment using MafftWS (version 7.310) with preset E-INS-i (accuracy-oriented). The following sequences were used: **HTP,** *Caldariomyces fumago* CPO_P04963.3, *Agaricus bisporus* CPO_AJ293759.1, *Agrocybe aegerita* APO_B9W4V6.1, *Coprinellus radians* APO_B9W4V8.2, *Marasmius rotula* APO_5FUJ_A, *Exidia glandulosa* HTP_KZV96010.1, *Pleurotus ostreatus* HTP_KDQ32971.1, *Mycena galopus* HTP _jgi|684634|; **POD,** *Phanerochaete chrysosporiu* MnP1_AAA33742.1, *Phanerochaete sordida* MnP2_BAC06186.1, *Gelatoporia subvermispora* MnP_AAD45725.1, *Gelatoporia subvermispora* MnP_EMD32808.1, *Bjerkandera adusta* VPS_AAY89586.1, *Pleurotus pulmonarius* VPS_AFM93767.1, *Pleurotus eryngii* VPS_3FM6_A, *Phanerochaete chrysosporium* LiP_CAA38177.1, *Trametes versicolor* LiP_AAA34049.1, *Phlebia radiata* LiP_AAW66483.1; **DYP,** *Mycetinis scorodonius* DYP_B0BK71.1, *Mycetinis scorodonius* DYP_B0BK72.1. The HTPs are more distant to the well-known lignin-degrading PODs relative to DYPs, and they are basically categorized into two groups, of which one group clustered with the characterized *Caldariomyces fumago* CPO_P04963.3 and *Agrocybe aegerita* APO_B9W4V6.1(31, 32) and another group contains the early-upregulated MCL_2183 (Ppl|4414.t1 and Gtr|2796.t1).

The conservation logos of HTP proteins were created after aligning the amino acid sequences of the above known HTPs using MafftWS (version 7.310) (**Fig. S5b**). The relevant functional positions were designated according to the structural studies of *Caldariomyces fumago* CPO_P04963.3 and *Agrocybe aegerita* APO_B9W4V6.1 (31, 32). The heme-thiolate peroxidase/peroxygenase (HTP) function of this brown rot MCL_2183 was validated by the typical cysteine as the fifth ligand of the iron in the heme ring (31, 32). Comparing to the characterized HTPs, this brown rot HTP has several substitutions at the Phe position by nonphenolic side-chain amino acids in the proposed substrate-binding pocket, as well as the replacement of distal acid-base catalyst Glu by Asn (**Fig. S5b**), indicating its broader substrate accessibility and changes in specific catalyzing mechanisms, which may be worth further functional study.

***5. Lignocellulose-degrading enzymes determination***

***5.1 Enzyme activity assays*** Lignocellulose-degrading enzyme activities, including oxidoreductases and glycoside hydrolases, were measured for the extracellular proteins to support the gene expression patterns. Crude enzymes (0.5 ml) were tested for endoglucanase, xylanase, mannanase and pectinase activities in 0.1 M acetate buffer (0.5 ml) at pH 4.8 and 50°C, with 0.75% (0.5 ml, final con. 0.25%) of carboxymethyl cellulose, birchwood xylan, locust bean gum (glucomannan) and polygalacturonic acid as substrates, respectively. Reactions were stopped by adding 2 mL of a dinitrosalicylic acid developing reagent (65) and boiled before detection of reducing sugars. Reducing sugars were determined by measuring the absorbance at 540 nm on an iMark microplate reader (Bio-Rad), and calculated by using glucose, xylose, mannose or galacturonic acid standard curves, respectively, depending on the substrate. One unit of activity was defined as the amount of enzyme needed to liberate 1 μmol of sugar equivalent per minute.

The cellobiohydrolase, β-D-glucosidase, β-mannosidase, β-D-xylosidase, α-L-arabinosidase, β-D-galactosidase, α-D-xylosidase or α-D-galactosidase activities were measured for 50 µl of enzyme extract in 0.1 M acetate buffer (50 ul) at pH 4.8 and 50°C, with 50 ul of 2 mg⋅mL^−1^ 4-Nitrophenyl β-D-cellobioside + 330 ug⋅mL^−1^ castanospermine, 3 mg⋅mL^−1^ 4-Nitrophenyl β-D-glucopyranoside, 3 mg⋅mL^−1^ 4-Nitrophenyl β-D-mannopyranoside, 1 mg⋅mL^−1^ 4-Nitrophenyl β-D-xylopyranoside, 1 mg⋅mL^−1^ 4-Nitrophenyl α-L-arabinofuranoside, 3 mg⋅mL^−1^ 4-Nitrophenyl β-D-galactopyranoside, 1 mg⋅mL^−1^ 4-Nitrophenyl α-D-xylopyranoside or 3 mg⋅mL^−1^ 4-Nitrophenyl α-D-galactopyranoside as respective substrates. The 10% Na_2_CO_3_ (150 ul) was added to stop reaction and develop color. The 4-Nitrophenyl derivative substrates were replaced by 0.1 M acetate buffer and used as blank reaction. The released 4-Nitrophenol (pNP) was determined by measuring the absorbance at 420 nm and calculated with pNP standard curve. One unit of activity was defined as the amount of enzyme needed to liberate 1 μg of pNP per minute (23). For *G. trabeum*, α-D-xylosidase, β-D-galactosidase and β-D-glucosidase activities were very high in early brown rot decay, consistent with expression levels of the corresponding gene families.

Laccase activities were determined by measuring the changes of OD_420_ in reactions that contained 40 µl 5mM ABTS, 80 µl citric buffer (pH 3.0) and 80 µl properly diluted crude enzyme. The reactions were run at room temperature for 30 min (for white rot) or 24 h (for brown rot). One unit of laccase activity was defined as the amount of enzyme needed to oxidize one µg ABTS per minute, using the molar extinction coefficient 36000 M^-1^cm^-1^ (66). Only marginal ABTS activities were detected for two brown rot fungi in this work, which is different to our previous observation may due to the variable in wood substrates (23).

The lignin peroxidase activity was measured according to Archibald (1992) (67). The reaction mixture contained 250 µl of 100 mM citric buffer (pH 6.5, optimum pH), 150 µl of 0.16 mM Azure B (BeanTown Chemical Corp.), 100 µl of 1 mM H_2_O_2_, and 300 µl of enzyme extract. The reaction was initiated by adding H_2_O_2_ at room temperature, and the mixture was then incubated for 5 min. The oxidation rate of Azure B was measured with a UV-VIS spectrophotometer (UV-1800) at 613 nm. One unit of activity was defined as the amount of enzyme needed to cause one ∆OD_613_ per minute. Spectrum scan of the absorption of azure B revealed that maximum absorption was at about 613 nm, rather than the 650 nm (67). Lignin peroxidase activities (via Azure B oxidation) were only detected in white rot fungus *T. versicolor*, and were significantly higher in late decay. No obvious lignin peroxidase activities were found in *G. trabeum*, *P. placenta* or *P. ostreatus*.

The manganese (2+) oxidizing ability was measured for crude extract (68) in a reaction mixture containing 600 µl citrate-phosphate buffer (pH 6.5), 50 µl 20 mM MnSO_4_, 50 µl 20 mM 2,6-dimethoxyphenol (DMP), 100 µl enzyme extract, and 200 µl 2 mM H_2_O_2_. The reaction was initiated by adding H_2_O_2_, and the mixture was then incubated at 35°C for 25 min. The absorbance was recorded at 450 nm, and absorbance of mixtures without MnSO_4_ or enzymes were used as controls. One unit of activity was defined as the amount of enzyme needed to cause one ∆OD_450_ per minute. Mn^2+^ oxidization was also detectable without adding enzyme extract, perhaps due to oxidation by H_2_O_2_, which was normalized to extracellular protein amount (µg) of 0-5 mm section for comparison. Accordingly, the activity here reflects the overall manganese (2+) oxidizing ability of crude extract, which might be the combination of positive effects of Mn^2+^ oxidizing agent (e.g., H_2_O_2_) and manganese peroxidase, and negative effects of H_2_O_2_-degrading catalase and fungal anti-oxidizing agents. This Mn^2+^ oxidizing capacity showed a uniform decrease during brown rot, and in the white rot fungus *P. ostreatus*, activity remained high in late decay.

***5.2 Native polyacrylamide gel staining*** The presence of laccase was also tested on native polyacrylamide gel after staining with ABTS solution. Specifically, equal amounts of each crude protein extract (without denaturing) from different decay stages (i.e., wafer sections) were separated by SDS-PAGE (Polyacrylamide gel electrophoresis) using a 5% (wt/vol) polyacrylamide stacking gel and a 12% (wt/vol) polyacrylamide resolving gel. The gel was then washed in 0.05 M acetate buffer (pH 4.2) for 1 h for three times to remove SDS. Laccase was observed by staining the gel in 0.1 g⋅L^−1^ guaiacol or 0.5 mM ABTS in 0.05 M acetate buffer (pH 4.2) for 1.5 h at room temperature (66).

How the deposited data were processed for this re-analysis (not part of the article)

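The authors trimmed reads with Trimmomatic, mapped them with GSNAP to the genome of each species, built gene models with BRAKER1 and counted reads with featureCounts. They deposited RPKM values per gene and library, which the authors scaled by gene length and by the mapped reads of the library. The deposited log2 fold changes were made by the authors for the 3 contrasts between sections. The deposited FDR values (p-values adjusted for multiple testing) come from the authors' tests with edgeR. The authors also deposited gene IDs, stage groups of genes and summed RPKM per gene family. Neither the paper's text nor its supplement was found to state a TMM factor in the RPKM.

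The design planned a fit on read counts, with RPKM as the fallback. Only RPKM could be used, so all tests are on RPKM. RPKM times the coding length summed to nearly the same total in every library, which showed the scaling by total reads.

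Each species was fitted on its own with limma (version 3.58.1, R 4.3.3) on log2(RPKM + 1), with section means and empirical Bayes moderation with a trend. Genes with RPKM of at least 1 in at least 3 of 9 libraries were tested. Each of the 3 contrasts was adjusted by the Benjamini-Hochberg method. A change is called above 4-fold with an adjusted p under 0.05. Early genes are groups I to IV and late genes groups V to VIII of Text S1.

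A check with 100 planted genes per fold and species recovered 98, 97, 93 and 98% of genes changed 6-fold and 100, 100, 99 and 99% of those changed 12-fold, in *P. placenta*, *G. trabeum*, *T. versicolor* and *P. ostreatus*, and called 2, 1, 2 and 0 unchanged genes. The planted genes were not weakly expressed and changed by the same step in both later sections. Simulated noise was independent between libraries. These rates are therefore not the sensitivity or the error rate of the real calls.

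Ortholog groups were read from the deposited table. It names 1049 genes by an alternative transcript, which was read as the gene's first transcript. Shared groups were compared with 10000 shuffles. Differences between rot types used the mean log2 fold change of 2 species against 2, with the limma standard errors taken as known in a z test.

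The LOX list follows Table S3, of which the copy at hand is cut short at its end, and adds the cytochrome P450 genes. Families that the copy does not hold in full were left out, aryl-alcohol dehydrogenases among them. The GH list was taken by InterPro domain and is wider than the paper's. Functional lists were tested with two-sided Fisher exact tests and with camera. GO terms with at least 5 tested genes were tested with one-sided Fisher exact tests.

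Expressed means a mean RPKM above 5 in at least 1 section. Family levels are sums of RPKM, given with the SD of 3 replicates, and compared with exact permutation tests, whose smallest two-sided p with 3 against 3 is 0.1. Read depth was estimated from the steps between low RPKM values, as a check of depth only.

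Genes are named by a rule set before the values were seen: each gene and ortholog group the paper names in its results and in Table 1 (whose values were seen); per species the 10 early and 10 late genes with the largest fitted change among those called, with a mean RPKM of at least 10 and no overlap of replicates; per species the 3 LOX and 3 GH genes with the highest mean RPKM at the front and at 30 to 35 mm; and the 10 ortholog groups with the largest difference between rot types. For 3 against 3 replicates, chance alone gives no overlap in 10% of genes. Passages print a selection of these genes.

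Calculations after the fit used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Random steps use fixed seeds.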

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

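In this part, the tests of scaling, of read sharing among P450 paralogs, of other pairings of the species and of other splits for the ortholog difference were chosen after the results they weigh were seen.

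The change of ortholog groups between the 0- to 5-mm and 30- to 35-mm sections differed between brown rot and white rot in 152 of 5409 groups, by the z test on the limma standard errors with a difference above 4-fold. This result was singled out because the difference itself was tested. The z test takes the limma standard errors as known, so the count is liberal. Scaling each library by its total reads does not account for it: with median-ratio scaling 156 groups differed and 139 of the 152 were shared. Of 100 splits of the libraries, the real one included, 2 gave as many groups (real 152, highest other 311). This excludes nothing about chance: the other splits mix sections, 74 of the 99 gave 0 groups, and they do not show what chance gives for a difference between rot types. What stays open is whether the groups follow rot type or other differences among the 4 species, since each rot type has 2 species, and no test here separates these.

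The odds of early against late lignocellulose-oxidizing (LOX) genes were 6.51 times as high in brown rot as in white rot, a difference tested directly. With median-ratio scaling the odds ratio was 4.75, so scaling by total reads changes its size and is not the whole of it. Without the P450 genes, whose paralogs can share reads, it was 6.63. Of the 3 ways to pair the 4 species, 1 gave an odds ratio this large, the pairing by rot type, and the highest other pairing gave 1.41. With 3 pairings, an effect of rot type cannot be told apart from other differences between the 4 species. The direction for single species also depends on scaling: without P450, *G. trabeum* has 14 early and 8 late oxidizing genes with the deposited values, and 10 and 11 with median-ratio scaling.

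The odds of early against late cytochrome P450 genes were 5.67 times as high in brown rot as in white rot, also by a direct test. Among families tested in this way P450 was the only one past an adjusted p of 0.05 in Fisher's exact test. Early and late genes numbered 22 and 2 in *P. placenta*, 16 and 6 in *G. trabeum*, 21 and 21 in *T. versicolor*, and 10 and 16 in *P. ostreatus*. The contrast is thus strongest in *P. placenta*, and single species were not compared for this family. The test counts related genes as independent. With 2 species per rot type, an effect of rot type cannot be told apart from other differences between the 4 species.

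The ratio of summed glycoside hydrolase (GH) to LOX expression fell in *T. versicolor* between the 0- to 5-mm and 15- to 20-mm sections, by 1.06 on the log2 scale (a log2 fold change of −1.06), and rose in the 3 other species. All 3 libraries of *T. versicolor* at 15 to 20 mm lay below those at the front, and all libraries of the other species at 15 to 20 mm lay above those at their front. With 3 against 3 libraries the exact permutation p was 0.1 in each species, the smallest it can take. The difference between the species was not tested.

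Tve|g5235.t1, a gene the paper does not discuss, had a log2 fold change of 11.23 in *T. versicolor*, the largest among the called genes of any species by the rule for named genes. Its description is a hypothetical protein. No biological explanation was tested.

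Hydrophobin genes, which the paper does not discuss, were early in *T. versicolor* (14 genes) and *P. ostreatus* (10 genes). Early genes were over-represented among them in both species (adjusted p = 1.23e-05 and 6.65e-06, two-sided Fisher's exact test). With camera in limma and the correlation among genes estimated, the list passed in neither (adjusted p = 0.955 and 0.8098). In *T. versicolor* the family is not early as a whole: 10 other hydrophobin genes were late, also more than the rest of the genes (adjusted p = 0.000684, exact test), and 18 were neither. In *P. ostreatus* none was late. In *G. trabeum* 3 of 19 were early (adjusted p = 0.102, exact test). Whether the species differ was not tested.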

How the results depend on the processing

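Tests with median-ratio scaling, scaling without the 100 genes with the most reads, the filter of 5 reads per M, the deposited family sums, a denominator of genes with a read, first components without one library, and ortholog differences without a replicate were chosen after the results were seen. The main settings, all other alternatives and the rule for named genes were set before the data were examined. Unless a setting shows it by construction, the cause of a change was not tested. Count-based alternatives (median-of-ratios size factors with a Wald test, a filter on counts) were planned and not run, because the values are RPKM without counts.

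Of the results with alternatives, these stayed on the same side under each setting: a filter of RPKM of at least 5 (20 results), no filter (26), and 5 reads per M (1000000) in 3 of 9 libraries, the filter of Text S1 (20). For genes named in the text, 4160 alternative values had the same call, 50 passed the threshold where the main value did not, 77 did not pass where it did, and 0 changed direction.

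Expressed genes, in the order *P. placenta*, *G. trabeum*, *T. versicolor*, *P. ostreatus*: with RPKM over 1 the share was 80.7, 91.4, 87.5 and 83.6%; by the mean of 9 libraries 65.3, 80.3, 67.7 and 73.9%; in every section 60.1, 75.4, 57.8 and 68.0%; and of genes with a read 79.4, 87.0, 77.2 and 84.5%. The share of the first component was 48.7, 48.6, 51.7 and 59.1% with genes scaled to unit variance. On untransformed RPKM it was 81.0, 74.9 and 60.4% in *G. trabeum*, *T. versicolor* and *P. ostreatus*. Without one library it ranged from 60.3 to 70.5% in *P. placenta*, 58.6 to 66.8% in *G. trabeum*, 65.1 to 75.0% in *T. versicolor* and 63.6 to 78.7% in *P. ostreatus*.

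With a 2-fold threshold there were 2049, 1856, 2869 and 2430 early and 760, 877, 1978 and 2082 late genes. Between the front and 15 to 20 mm 2231, 1895, 3508 and 3849 genes changed, and between the front and 30 to 35 mm 2627, 2523, 4181 and 3345. Between the later sections 20, 420 and 928 changed in *G. trabeum*, *T. versicolor* and *P. ostreatus*. Shared early groups were 115 in brown rot only, 355 in white rot only and 258 in all 4 species, and late groups 39, 201 and 53. GO terms past the threshold were 18 early in *P. placenta*, 18 late in *G. trabeum*, 37 early in *T. versicolor* and 34 early in *P. ostreatus*. Lists past were 13 late in *G. trabeum*, 4 early in *T. versicolor* and 15 late in *P. ostreatus*. Iron ion binding had ratios of 1.48 (early *P. placenta*, now past), 1.49 (early *G. trabeum*, no longer past) and 1.96 (late *G. trabeum*, now past). Early minus late sums were 27 for the LOX families of *G. trabeum* (now past), 3 for the GH families of *G. trabeum* (reversed) and −28 for those of *T. versicolor* (now past). The lower threshold admits more genes by construction.

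With median-ratio scaling, early genes were 352 in *P. placenta* and 250 in *G. trabeum*, and 56 genes changed between the later sections in *T. versicolor*. Shared groups were 16 early and 28 late in brown rot only and 22 late in all 4 species. GO terms early in *P. placenta* were 3, and 5 lists of *P. ostreatus* passed camera with a correlation of 0.01. The log2 odds of early against late GH genes, brown over white, were −0.38 (reversed), and the early minus late sum of GH families in *T. versicolor* was −27 (now past). Early shares were 46.7, 36.5, 37.8 and 46.6%, against 64.6, 55.6, 51.5 and 54.2% as reported. Scaled without the 100 genes with the most reads they were 51.4, 40.0, 41.3 and 40.7%.

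With a pseudocount of 5, early genes were 347 in *P. placenta* and 501 in *T. versicolor*, and 5 genes changed between the later sections in *G. trabeum*. That contrast gave 2 genes in *P. placenta* with a pseudocount of 0.1, with eBayes without trend, on the TPM scale and with only the 6 libraries of the 2 sections. In *G. trabeum* it gave 0 at an adjusted p below 0.01 and 0 with the 6 libraries. In *T. versicolor* it gave 30 at an adjusted p below 0.01 and 56 with the 6 libraries, and in *P. ostreatus* 79 at an adjusted p below 0.01. Calling late genes on one contrast gave 403 in *P. ostreatus*. Shared late groups with exactly 1 gene in each species were 10 in brown rot only and 45 in white rot only. Over all groups with exactly 1 gene in each species the correlations were 0.52 and 0.54 within brown and white rot and 0.47 between. On the front against 30 to 35 mm it was 0.55 for *T. versicolor* and *P. ostreatus*, below the 0.56 of the mixed pair *P. placenta* and *T. versicolor*. All tested genes as background gave 16 early GO terms in *P. placenta* and an iron ion binding ratio of 2.12 there (now past).

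Without pectin and side-chain families the log2 odds for GH genes were −0.28 (reversed). For the log2 change of the GH to LOX ratio to 30 to 35 mm, named GH families only gave 3.61 in *P. placenta*, 2.57 in *G. trabeum* and 0.88 in *T. versicolor*. The median over expressed members gave 1.015 in *P. placenta*, 0.0401 in *G. trabeum* and −0.54 in *P. ostreatus*, and brown over white values of 2.02 at 15 to 20 mm and 1.64 at 30 to 35 mm. In *T. versicolor* the change was −0.12 without the most expressed gene of each list and −0.56 without P450 (both reversed). The deposited family sums gave 3.59 in *P. placenta*, −0.26 in *T. versicolor* (reversed) and brown over white values of 4.19 and 5.16. Without the most expressed gene, the GH sums changed by 1.99 in *P. placenta* and 2.00 in *G. trabeum*, and the LOX sums by 0.14 in *G. trabeum* and 1.40 in *P. ostreatus* (log2).

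Leaving out libraries moved the contrast of the later sections most, with 1 to 2 genes in *P. placenta*, 0 to 17 in *G. trabeum*, 32 to 161 in *T. versicolor* and 88 to 304 in *P. ostreatus*. In *P. placenta* (1 gene) it was 2 without 0-5 mm replicate A, 0-5 mm replicate B or 30-35 mm replicate B. In *G. trabeum* (10 genes) it was 0 without 0-5 mm replicate B, 15-20 mm replicate A, 15-20 mm replicate C or 30-35 mm replicate A, 17 without 15-20 mm replicate B and 3 without 30-35 mm replicate B. In *T. versicolor* (89) it was 54 and 49 without 15-20 mm replicates B and C, and 161 and 32 without 30-35 mm replicates B and C. In *P. ostreatus* (206) it was 110 and 114 without 15-20 mm replicates A and B, and 88 and 90 without 30-35 mm replicates B and C. Leaving 2 libraries in a section assumes that they vary like the others.

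Leaving out a replicate letter in all sections gave 4 to 13 late groups in all 4 species (4 without replicate C), 3 to 11 early GO terms in *P. placenta* (3 without A, 11 without B), and iron ion binding ratios of 1.81 to 1.86 (early *P. placenta*, past only without B), 1.99 to 2.98 (early *G. trabeum*, not past without B) and 1.75 to 2.12 (late *P. ostreatus*, not past without B or C). Lists past camera with a correlation of 0.01 were 7 to 11 in *P. placenta* (11 without C) and 5 to 22 in *P. ostreatus* (5, 22 and 7 without A, B and C). Lists past were 5 to 12 late in *G. trabeum* (5 without C), 3 to 8 early in *T. versicolor* (3 without A) and 5 to 9 early in *P. ostreatus* (5 without B). The log2 odds for GH genes ranged from −0.60 (without A) to 0.23. Sums of GH families were −27 to −9 in *P. placenta* (−9, not past, without C), −9 to 4 in *G. trabeum* (4 without C), −19 to −6 in *T. versicolor* (−19, past, without B) and −41 to −12 in *P. ostreatus* (−15 and −12, not past, without A and C). The GH to LOX change of *T. versicolor* ranged from −0.29 to 0.80, with −0.17 and −0.29 without 30-35 mm replicates A and C, and the GH sum of *P. ostreatus* from −0.15 (without 30-35 mm replicate A) to 0.81.

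The letters A, B and C were also fitted as a block. Apart from named genes, of the results set out in this part it left 76 on the same side and moved 1, the contrast of the later sections in *G. trabeum*, to 21 genes. The count of late white rot groups with GH genes, which is not among these, went from 3 to 6. Correlations of libraries with the same letter, around their section mean, ranged from −0.05 to 0.64 in *P. placenta*, 0.07 to 0.81 in *G. trabeum*, 0.07 to 0.55 in *T. versicolor* and −0.19 to 0.52 in *P. ostreatus*. A library correlated best with its own letter in 16, 17, 18 and 5 of 18 comparisons. The paper describes all sections as cut from each wafer and pools sections of 8 wafers per bioreplicate, so libraries of one bioreplicate can share wafers. Neither it nor the sample records say that a letter marks the same wafers in all sections, and the fit and the permutation tests as reported do not use the letters.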

Differences from the paper's values

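In this part the settings median-ratio scaling, scaling without the 100 genes with the most reads, the 5 reads per M filter, the deposited family sums and the deposited stage calls were chosen after seeing the values.

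The paper's share of genes expressed runs from 77 to 87% over the species, and here from 68.5 to 82.7%. Of genes with a read, a denominator chosen after seeing the values and dropping 0 called items, the share runs from 77.2 to 87.0%. With RPKM over 1, set before the data were examined, it runs from 80.7 to 91.4%.

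Among late groups of white rot only, the paper counts 8 with GH genes and 3 were found here. Of the alternatives set before the data were examined, the replicate block gave 6 and leaving out replicate B gave 6, both within 1.5 times the paper's value. The 2-fold threshold (4), an adjusted p below 0.01 (1), one contrast (1), leaving out replicate A (1) or C (1), and the pseudocounts, filters, eBayes without trend and TPM scale (3 each) did not. Median-ratio scaling, chosen after seeing the values, also gave 6. It drops 4 of 40 late GH genes the authors call in *T. versicolor* and 0 of 39 in *P. ostreatus*, where the settings as reported drop 8 and 1. Scaling without the 100 genes with the most reads gave 5, and 5 reads per M gave 3. GH genes here are a wider set than the paper's.

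For early over late LOX genes in brown rot, the paper's value is 10 and the value here 3.23, with 5.12 in *P. placenta* and 2.14 in *G. trabeum*. None of the alternatives set before the data were examined reaches it: 2-fold 2.66, adjusted p below 0.01 3.44, pseudocount 0.1 3.46, pseudocount 5 3.12, RPKM of at least 5 3.05, TPM scale 3.33, one contrast 2.83, InterPro families only 3.46, without P450 2.36, and without replicates A, B and C 2.77, 2.88 and 3.65. Nor does median-ratio scaling (1.86), scaling without the 100 genes (1.93) or 5 reads per M (3.136). The stage calls the authors deposited give 3.73 on the same lists.

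The GH to LOX expression ratio at 30 to 35 mm was 19.1 times as high in brown rot as in white rot, by geometric means, where the paper's value is 30. Of the alternatives set before the data were examined, only the named GH families (26.3) and leaving out P450 (22.6) come within 1.5 times of it, and the median over expressed members (3.12) and leaving out the most expressed genes (14.7) do not. The deposited family sums, chosen after seeing the values and involving no called items, give 35.6 by geometric means and 30.1 by arithmetic means of the 2 species. Arithmetic means of the sums made here, also chosen after seeing the values and involving no called items, give 13.4.

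In Fig. 4A, read by eye, the paper shows about 3 late LOX genes in *P. placenta*, and 8 were found here. InterPro families only (4) and leaving out replicate C (4) come within 1.5 times, and the other alternatives set before the data were examined do not. Fig. 4A shows about 1 early GH gene in *P. placenta*, read by eye, and 6 were found here, with no setting that reaches it. For *T. versicolor* it shows about 8 early GH genes, read by eye, and 17 were found here. None of the alternatives set before the data were examined reaches it. Median-ratio scaling, chosen after seeing the values, gives 12, and drops 4 of the 16 early GH genes on this list that the authors call, where the settings as reported drop 0. The GH list here, taken by domain, is wider than the paper's.

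In Fig. 5A, read by eye, the GH to LOX ratio of *P. placenta* is about 1.7 at the front, about 16 at 15 to 20 mm and about 21 at 30 to 35 mm, and the values here are 0.93, 6.19 and 7.66. Of the alternatives set before the data were examined, leaving out P450 gives 1.72 at the front and the median over expressed members gives 14.5 at 15 to 20 mm, each within 1.5 times. The others at the front (5.50 by the median of members, 0.55 with named GH families, 0.95 without the most expressed genes) and at 15 to 20 mm (5.26 with named GH families, 9.37 without P450, 5.95 without the most expressed genes) differ, and so do all at 30 to 35 mm (10.9 by the median, 6.78 with named families, 11.0 without P450, 6.18 without the most expressed genes). For *G. trabeum*, Fig. 5A, read by eye, shows about 4.2 at 15 to 20 mm and about 6.0 at 30 to 35 mm, and the values here are 1.92 and 3.42. The median over expressed members gives 3.20 at 15 to 20 mm, within 1.5 times, where named GH families (1.67), no P450 (2.37) and no most expressed gene (1.53) do not. At 30 to 35 mm none does (3.142, 3.19, 3.91 and 3.05 in the same order). For *T. versicolor* at the front, Fig. 5A shows about 0.91, read by eye, against 0.52 here, and leaving out P450 gives 0.91, where the other alternatives set before the data were examined (2.88, 0.24 and 0.52) differ. The deposited family sums, chosen after seeing the values and involving no called items, give 1.73, 15.8 and 20.8 in *P. placenta*, 4.22 and 5.95 in *G. trabeum* and 0.911 in *T. versicolor*.

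Statements of the paper that the values here go against or do not reach follow. The paper puts the GH to LOX ratio of brown rot in general above 1 at every stage. At the front it was 0.93 in *P. placenta* and 0.87 in *G. trabeum*. It was above 1 in both at the later sections, and above 1 at the front without P450 (1.72 and 1.25). The deposited family sums, chosen after seeing the values and involving no called items, are above 1 at the front, as in the paper: 1.73 and 1.34 with the expansin sum counted as GH, and 1.40 and 1.002 without it.

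The paper states over-representation of iron ion binding among early genes in both brown rot species. In *P. placenta* the ratio was 1.87 with an adjusted p of 0.097 in Fisher's exact test. It passed with a 2-fold threshold (adjusted p = 0.0136), with all tested genes as background (adjusted p = 0.026) and without replicate B (adjusted p = 0.0384), all by the exact test. Over all alternatives its adjusted p ran from 0.0136 to 0.321 (median-ratio scaling, chosen after seeing the values). *G. trabeum* passed as reported.

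Of the groups that Table 1 lists one by one, 15 early and 18 late, 11 and 16 were called in brown rot only here. Ppl|g6627.t1 (MCL_7588) was not called early and is with a 2-fold threshold, a pseudocount of 0.1 or without replicate B. Ppl|g4414.t1 (MCL_2183) is called with a 2-fold threshold or a pseudocount of 0.1, and Ppl|g9025.t1 (MCL_384) with a 2-fold threshold or without replicate B. Gtr|g11717.t1 (MCL_1200) is called with a 2-fold threshold, a pseudocount of 0.1, the TPM scale or without replicate C. Ppl|g2130.t1 (MCL_6643) is called late only without replicate C, or without replicate C of the 30- to 35-mm section (log2 fold change 2.54). Pos|g25.t1 (MCL_2166) is late in *P. ostreatus* as well, and is not with a pseudocount of 5, with one contrast, or without replicate A or C.

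The paper has the glycopeptide, heme-thiolate peroxidase and iron reductase families, like P450, early in brown rot and not in white rot by a test. Here only P450 passed after adjustment over families, and iron reductases passed before it (p = 0.0286, Fisher's exact test). With 1 called glycopeptide gene, and 4 early and 1 late heme-thiolate peroxidase genes, the tests of these families could not pass. Called iron reductases were already split fully by rot type and could not pass the adjustment. These tests therefore do not go against the paper.

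The paper states early upregulation of several aryl-alcohol oxidases in white rot. Over the whole family, 1 gene was early and 3 were late in white rot. It also names GH51 among families with early genes. None was called here, while the calls the authors deposited hold 1 early gene on the same list, in *P. ostreatus*.

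The paper describes GH sums of brown rot as higher than those of white rot throughout. At 15 to 20 mm the sum of *P. ostreatus* (69059 RPKM) was above that of *G. trabeum* (52403 RPKM), and at the front and at 30 to 35 mm both brown rot means were above both white rot means.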

Other observations

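In this part the tests of median-ratio scaling, of depth and of a few abundant genes were chosen after the excess of early genes was seen. For the abundant genes, what the test would show was written before its own result was known. Other splits were planned for early plus late counts, with up to 50 a species. The rise to 99 splits and the splits for other counts were chosen after results were seen, and so were the bounds used to read them all.

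More genes were called early than late in each species. Early genes made up 64.6% of called genes in *P. placenta*, 55.6% in *G. trabeum*, 51.5% in *T. versicolor* and 54.2% in *P. ostreatus*. Fewer reads at 30 to 35 mm are not the reason: the largest change of the median implied depth was −3.75%, in *T. versicolor*, and depth rose in *G. trabeum* and *P. ostreatus*. Scaling by total reads may account for the excess: with each library scaled by its median ratio to the typical gene, the highest share among the 4 species was 46.7%. When libraries were scaled by their reads outside the 100 genes with the most reads, the highest share was 51.4%, in *P. placenta*, and the others were 40.0 to 41.3%. A few abundant genes taking a larger share of the reads cannot be told apart from other reasons by this test, because *P. placenta* stayed above 50% while the 3 other species fell below. A biological excess of genes that fall behind the front stays open as well, since the median-ratio scaling assumes that the typical gene does not change. In *T. versicolor* the share was also under 50% with one contrast (49.5%) and with a pseudocount of 5 (46.9%), and at 50% without replicate A.

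The libraries of each species were also divided in 99 other ways into groups of 3, giving 100 splits with the real one. Early and late genes together were as many in 2 splits in *P. placenta* (real 826, highest other 827) and 2 in *G. trabeum* (694, 720). They were as many in 1 in *T. versicolor* (1590, 1458) and 1 in *P. ostreatus* (1366, 1190). Most other splits mix sections and called 0 genes (91, 89, 92 and 87 of the 99). The others as large in *P. placenta* and *G. trabeum* kept 5 pairs of libraries from one section together. Such counts are thus rare where all 9 libraries are taken as alike, which says nothing on any one contrast. For the front against 15 to 20 mm, 3 splits were as large in *P. placenta* (581, 687), 3 in *G. trabeum* (430, 480), 3 in *T. versicolor* (1026, 1260) and 1 in *P. ostreatus* (1049, 913). For the front against 30 to 35 mm there were 1 in *P. placenta* (769, 751), 1 in *G. trabeum* (628, 525), 1 in *T. versicolor* (1394, 1171) and 2 in *P. ostreatus* (892, 1016). Libraries of the remaining section enter the groups of these splits. They therefore do not show what chance gives for a contrast of the front with one section, and chance is not excluded for either contrast. Between the later sections 7 splits were as large in *P. placenta* (1, 734), 2 in *G. trabeum* (10, 623), 2 in *T. versicolor* (89, 1130) and 5 in *P. ostreatus* (206, 882). These splits mix libraries of the front into both groups and so do not show what chance gives between the later sections alone. Chance is not excluded for this contrast in any species. Splits that call many times the real count between the later sections point to a structure of the samples: those as large keep at least 5 pairs of libraries from one section together in *G. trabeum*, *T. versicolor* and *P. ostreatus*, and at least 2 in *P. placenta*. The 6 counts of shared ortholog groups were reached by 1 split of 100 each, the real one (38, 103, 27, 16, 79 and 13 groups, highest other 0). Most other splits call no gene in a species, and the few that do are not the same splits across species, so a shared count of 0 was set beforehand and this excludes nothing.

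In the calls the authors deposited, counted on the same ortholog table, 37 early groups are shared by brown rot only, 113 by white rot only and 31 by all 4 species, and late groups number 18, 88 and 10. Of these, 33, 89, 27, 16, 75 and 10 were also found from RPKM. The fold changes the authors deposited have the same sign as the fitted ones for each tested gene that has both. The deposited fold changes are listed only at an FDR up to 0.05 and lie close to the log2 ratios of the same RPKM. Equal signs were therefore set beforehand and are no separate evidence.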
